# Phenobarbital Mediates an Epigenetic Switch at the Constitutive Androstane Receptor (CAR) Target Gene *Cyp2b10* in the Liver of B6C3F1 Mice

**DOI:** 10.1371/journal.pone.0018216

**Published:** 2011-03-24

**Authors:** Harri Lempiäinen, Arne Müller, Sarah Brasa, Soon-Siong Teo, Tim-Christoph Roloff, Laurent Morawiec, Natasa Zamurovic, Axel Vicart, Enrico Funhoff, Philippe Couttet, Dirk Schübeler, Olivier Grenet, Jennifer Marlowe, Jonathan Moggs, Rémi Terranova

## Abstract

Evidence suggests that epigenetic perturbations are involved in the adverse effects associated with some drugs and toxicants, including certain classes of non-genotoxic carcinogens. Such epigenetic changes (altered DNA methylation and covalent histone modifications) may take place at the earliest stages of carcinogenesis and their identification holds great promise for biomedical research. Here, we evaluate the sensitivity and specificity of genome-wide epigenomic and transcriptomic profiling in phenobarbital (PB)-treated B6C3F1 mice, a well-characterized rodent model of non-genotoxic liver carcinogenesis. Methylated DNA Immunoprecipitation (MeDIP)-coupled microarray profiling of 17,967 promoter regions and 4,566 intergenic CpG islands was combined with genome-wide mRNA expression profiling to identify liver tissue-specific PB-mediated DNA methylation and transcriptional alterations. Only a limited number of significant anti-correlations were observed between PB-induced transcriptional and promoter-based DNA methylation perturbations. However, the constitutive androstane receptor (CAR) target gene *Cyp2b10* was found to be concomitantly hypomethylated and transcriptionally activated in a liver tissue-specific manner following PB treatment. Furthermore, analysis of active and repressive histone modifications using chromatin immunoprecipitation revealed a strong PB-mediated epigenetic switch at the *Cyp2b10* promoter. Our data reveal that PB-induced transcriptional perturbations are not generally associated with broad changes in the DNA methylation status at proximal promoters and suggest that the drug-inducible CAR pathway regulates an epigenetic switch from repressive to active chromatin at the target gene *Cyp2b10*. This study demonstrates the utility of integrated epigenomic and transcriptomic profiling for elucidating early mechanisms and biomarkers of non-genotoxic carcinogenesis.

## Introduction

The coordinated interplay of different layers of epigenetic regulation (such as DNA methylation and post-translational modifications (PTMs) of histone proteins) provide a dynamic platform for functionally organizing the genome in a developmental-stage and cell-type specific manner [1], [2], [3], [4], [5], [6], [7], [8], [9]. The term “epigenetics” describes changes in gene activity in the absence of a change in DNA sequence and was recently defined as *“the structural adaptation of chromosomal regions so as to register, signal or perpetuate altered activity states”* [10]. This definition does not take into account whether epigenetic modifications are heritable or causal. Recent research has begun to unravel the molecular basis for how cells read and write epigenetic codes and has also revealed a close association between epigenetic changes and the predisposition to, and development of, a wide range of human diseases [11].

The epigenetic landscape of cancer cells is highly distorted. Global reduction in DNA methylation and global alterations in histone PTMs have been identified as general features of neoplasia [12], [13], [14], [15], [16]. However, the key molecular events leading to carcinogenesis remain poorly characterized. Chromatin alterations at individual gene promoters, including many growth-promoting and tumor-suppressor genes, at the earliest stages of tumor development and prior to detectable chromosomal alterations are associated with aberrant gene regulation. For example, promoter hypermethylation has been detected in non-progressed adenomas in which no chromosomal alterations exist (Derks et al. 2006), suggesting that early epigenetic events contribute to gene expression changes during tumor progression. Aberrant CpG island methylation also tends to accumulate during the course of multistage carcinogenesis (Kang et al. 2003). Early epigenetic aberrations have been proposed to contribute to the transformed phenotype by promoting the expansion of pre-malignant cells during the earliest stages of tumorigenesis [17], [18]. Further evidence, including the reversibility of the tumor phenotype following experimental reprogramming, support a role for epigenetic alterations in cancer [18]. Together, these observations have resulted in a paradigm shift in our understanding of mechanisms of carcinogenesis involving both epigenetic plasticity and genetic lesions at each stage (initiation, promotion and progression) of carcinogenesis [18], [19].

Epigenetic perturbations may also be involved in the adverse effects associated with some drugs and toxicants, including certain classes of non-genotoxic carcinogens [20], [21], [22], [23]. For example, drug-induced stress (e.g. chronic injury/inflammation/reactive oxygen species) may trigger epigenetic changes that “lock-in” abnormal proliferative states via heritable transcriptional repression of key genes/pathways [18]. Thus, epigenomic profiling has great potential for enhancing our understanding of the molecular basis of spontaneous or drug-mediated aberrant cell cycle and apoptosis regulation in cancer. A wide range of novel epigenomic profiling technologies for both DNA methylation and histone modification analysis have been developed in recent years [24], and application of these technologies provides a unique opportunity for mechanistic insights and biomarker identification during both preclinical and clinical phases of drug development [21], [25].

Phenobarbital (PB), the most widely used anticonvulsant worldwide, is a well established rodent non-genotoxic carcinogen that functions as a tumor promoter, increasing the incidence of spontaneously and chemically induced tumors in a strain-specific manner [26], [27], [28], [29]. PB accomplishes its diverse effects on liver function in part by promoting a nuclear translocation of the constitutive androstane receptor (CAR) [30]. The CAR receptor can be activated by numerous therapeutics, constituting a central defense mechanism against their toxicity and carcinogenicity [31]. CAR is required for gene expression changes, hepatomegaly and liver tumor formation elicited by prolonged PB treatment in mice [32], [33]. Prolonged PB treatment (0.05% w/v in drinking water for 12 months) significantly promotes hepatic tumor incidence in B6C3F1 mice (from 29% in the absence of PB to 100% following PB promotion), as well as increases the size and number of tumors in every treated animal [29], possibly via the growth promotion of spontaneously initiated hepatocytes (for review, see [28]). This PB-mediated tumor promotion model provides an excellent system in which epigenetic and transcriptional alterations can be profiled at different stages during promotion and progression of the carcinogenic process. A number of studies have identified progressive, non-random changes in DNA methylation and gene expression both at early stages (2–4 weeks, in the absence of mutagenic initiation) and later stages (23–32 weeks following diethylnitrosamine (DEN) initiation) of PB treatment in B6C3F1 mice [32], [34], [35], [36]. It has yet to be determined whether these alterations are causal, associative, or incidental to carcinogenesis. In this study we evaluate the general utility of genome-wide and locus-specific DNA methylation assays in a mouse model with particular emphasis on the identification of early mechanism-based markers for non-genotoxic carcinogenesis (NGC). We use genome-wide DNA methylation and transcriptome profiling of liver (target) and kidney (non-target) tissues of B6C3F1 mice after 4 weeks of PB treatment, in the absence of chemical initiation (as in [35]). We identify PB-mediated tissue-specific transcriptional and promoter DNA methylation changes. We show that *Cyp2b10*, a direct and early target of the CAR pathway [37], is concomitantly hypomethylated and activated in a tissue-specific manner following PB treatment, and further characterize an epigenetic switch from a repressive to an active chromatin configuration at this locus. The application and extension of epigenomic profiling approaches will contribute to a better understanding of mechanisms of non-genotoxic carcinogenesis and may lead to the identification of powerful predictive biomarkers of NGC.

## Results

### 4-week PB treatment leads to tissue-specific transcriptional remodeling

Prolonged PB treatment (0.05% w/v in drinking water for 12 months) results in 100% hepatic tumor incidence in B6C3F1 mice [29]. To gain insights into the early events leading to liver carcinogenesis and to identify early and potentially predictive promoter-specific epigenetic changes associated with the early stages of carcinogenesis, we treated B6C3F1 mice in conditions reported to lead to transcriptional and epigenetic perturbations [34], [35]. Mice were given *ad libitum* access to drinking water containing 0.05% (w/v) phenobarbital for a period of 28 days. Total RNA from liver and kidney was purified and processed for Affymetrix gene expression profiling while genomic DNA was prepared for promoter array based methylome analysis using the Methylated DNA immunoprecipitation (MeDIP) procedure [38]. Remaining tissue material was used for chromatin immunoprecipitation (ChIP) to analyze histone modifications at individual promoters. Plasma samples were also collected to evaluate phenobarbital exposure in individual animals by LC-MS, and showed consistent systemic drug exposure for all 10 animals used in this study (data not shown). An overview of the experimental system and bioinformatics pipeline integrating transcriptomic and epigenetic data is summarized in Figures 1A and 1B.

**Figure 1:**
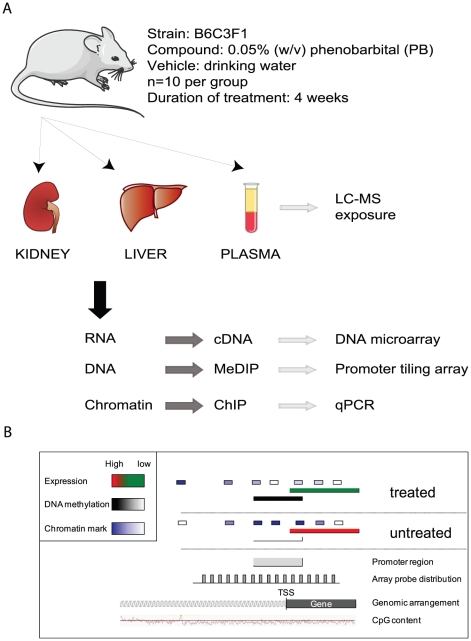
Overview of study design and data integration. (**A**) Experimental strategy for the identification and integration of PB-induced expression and epigenetic perturbations in target (liver) and non-target (kidney) tissues. RNA, DNA and chromatin was extracted from liver and kidney samples of control and PB-treated (4-week, 0.05% in drinking water) B6C3F1 male mice (n = 10 per group) and analyzed through the different profiling methodologies and platforms indicated. Abbreviations: liquid chromatography-mass spectrometry (LC-MS), Methylated DNA immunoprecipitation (MeDIP), Chromatin immunoprecipitation (ChIP), quantitative real-time PCR (qPCR). (**B**) Summary of bioinformatic data integration strategy. For each annotated gene present on gene expression and promoter arrays, the expression and DNA methylation values were mapped to the genome and correlated to examine the functional links between expression and methylation levels at individual loci upon phenobarbital treatment. For loci of interest the abundance of selected chromatin marks were quantified. Coverage of the promoter array (1.8 kb per promoter: 500 bp downstream and 1300 bp upstream of the transcriptional start site (TSS)) is shown. For the methylation analysis a window of 100 bp downstream and 800 bp upstream of the TSS was used. The figure shows an exemplary gene that upon treatment loses DNA methylation and gets expressed.

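Liver and kidney RNA of 20 male B6C3F1 mice, the cross of C57BL/6 and C3H that is widely used in rodent carcinogenicity studies, was measured on 40 Affymetrix Mouse430_2 arrays, 1 array per tissue and animal. Phenobarbital (PB), a barbiturate that induces drug-metabolizing enzymes through the nuclear receptor CAR, had been given to 10 of the animals at 0.05% (w/v) in the drinking water for 28 days, and the other 10 were controls. Each group of a tissue therefore holds 10 separate animals, and the liver and the kidney with the same donor number in the labels came from the same animal. The authors deposited MAS5 signals for 45037 probe sets, a linear intensity that summarises the probe pairs of each probe set, scaled by the authors to a trimmed mean of 150 per array. In the deposited values the mean of each array without its highest and lowest 2% of probe sets lay between 148.97 and 149.32. The median signal of an array was 32.9 to 37.0 in control livers (median of the group 34.6), 33.6 to 37.2 in PB livers (35.4), 31.4 to 34.9 in control kidneys (32.9) and 30.0 to 34.1 in PB kidneys (32.8). As in the methods of the study, a probe set was tested in a tissue when its mean signal was at least 50 in the control or the PB group, which held for 18981 probe sets in liver and 19229 in kidney. Values under 1 were set to 1, log2 signals were compared between the 10 PB and the 10 control animals with limma, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05. The study's own thresholds, a fold of arithmetic means of at least 1.5 and an unadjusted p of at most 0.001, were also applied, with the limma p, and are called the study's thresholds. At gene level each gene was represented by its probe set with the highest mean over the 20 arrays of the tissue, which left 9976 genes in liver and 10083 in kidney. The probe annotation used gives 1 gene symbol for 34945 probe sets, several for 932 and none for 9160, and a probe set with several symbols or none was not named. The study takes probe sets under 50 in both groups as not expressed, so where a control mean was under 50 the increase is given as at least the PB mean divided by 50. This bound is for group means: where single controls exceed 50, setting each signal under 50 to 50 can give a lower fold. A decrease to a PB mean under 50 is given as measured, so its size depends on signals under that level. Choices that could change the numbers are the filter at 50, the form of the t-test and which arrays are fitted together, and the number of arrays limits the precision of every value.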

Affymetrix microarray datasets were generated from the liver and kidney of all individual control and treated animals. Transcription profiling of the liver identified 349 probes, representing 231 genes, with significantly altered expression after 4-week PB treatment (see methods for details). 

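After 4 weeks of PB, 692 of the 9976 genes tested in liver were higher and 849 were lower than in control livers. Among the largest increases next to that of Cyp2b10 were those of Cyp2c65 and Cyp2c55, cytochromes P450 like it, the heme enzymes that oxidise drugs and lipids. Cyp2c65 had a mean MAS5 signal of 10.8 ± 6.18 in control livers and 1514 ± 234 in PB livers (SD, n = 10 animals per group), an increase of at least 30.3-fold. Cyp2c55 went from 272 ± 72.5 to 8805 ± 905, a log2 fold change of 5.06 (standard error 0.12, adjusted p = 3.35e-19 from limma). Among the genes with the largest decreases was Fabp5, a fatty acid binding protein, with 9958 ± 1571 in control and 2468 ± 543 in PB livers, a log2 fold change of -2.03 (standard error 0.11, adjusted p = 5.57e-12 from limma). In each of these 3 genes all 10 PB livers lay on the same side of all 10 control livers. At probe set level, limma called 2336 of the 18981 probe sets tested, 1116 of them higher and 1220 lower, and 455 probe sets with 316 gene symbols passed the study's thresholds. A Fabp5 probe set with a lower signal, 3722 ± 938 in control livers, also fell, by 2.44 on the log2 scale (standard error 0.15).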

MAS5 normalized microarray data is provided as Supplementary Tables S1, S2, S4 and S6, and the top 30 differentially up and down regulated genes are shown in Table 1 and 2. Hierarchical clustering grouped these 349 probes into coregulated clusters (Figure S1A). The clustering perfectly separated the control and the PB-treated samples into two respective groups, supporting reproducibility in expression changes. 

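Control and PB livers were separated by many genes at once, in both directions. In 177 of the 9976 genes tested in liver, the 10 PB values and the 10 control values did not overlap, where chance would give this for 0.00108% of genes. Cyp2b10 was the clearest of them, with a highest control liver at 49.5 and a lowest PB liver at 9730.5 for the probe set of Table 1. Fabp5 and Cdkn1a, a cell cycle inhibitor, were lower in every PB liver than in every control liver. Hierarchical clustering of the livers (1 minus Pearson correlation of log2 signals centred per probe set, average linkage, tree split into 2 groups) placed 20 of 20 livers with their treatment group over the 455 probe sets past the study's thresholds. These probe sets were chosen by the same groups, so their separation is not independent evidence, but over all 18981 probe sets tested in liver 20 of 20 livers were also placed with their group. In kidney, 20 of 20 arrays were placed with their group over the 97 probe sets past the study's thresholds and 18 of 20 over all 19229 tested. Euclidean distance with Ward linkage placed 17 kidneys over the 97 probe sets, and Spearman correlation placed 13 over all of them, while the liver results did not change with these settings or with complete linkage.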

Overall more genes were upregulated (150) than downregulated (81) upon PB treatment. 

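Of the genes called in liver, those with the larger changes were mostly higher on PB. Of the genes called, 85 were at least 2-fold higher and 31 at least 2-fold lower with signals under 50 taken as measured, and at the study's thresholds 193 of 316 gene symbols were higher. Without a limit on the fold, the balance depended on the scaling: with each array centred on its median, 753 genes were called higher and 701 lower. Next to the P450 genes, Gm10419 rose from 10.6 ± 9.68 to 136 ± 37.9 (SD, n = 10), Serpinb1a, an inhibitor of neutrophil proteases, from 11.8 ± 9.95 to 104 ± 38.8, and 1810053B23Rik from 7.25 ± 7.78 to 62.8 ± 27.7. With these control levels under 50, the increases are at least 2.72-fold, 2.08-fold and 1.26-fold, and each was seen in 10 of 10 PB livers against all controls. Cdkn1a, which encodes the cell cycle inhibitor p21, fell from 304 ± 185 to 56.2 ± 29.3, a log2 fold change of -2.40 (standard error 0.35, adjusted p = 3.57e-05 from limma). Igfbp1, a secreted binder of insulin-like growth factors that falls with insulin, went from 2857 ± 2170.2 to 603 ± 591, and Scara5, a ferritin receptor, from 591 ± 274 to 158 ± 76.9. Gnat1, the transducin subunit known from rod photoreceptors, fell below all controls in 10 of 10 PB livers, from 95.8 ± 17.0 to 27.2 ± 10.9. Mt2, a metallothionein that binds zinc and copper, had the largest decrease of all genes called, a log2 fold change of -3.26 with a standard error of 0.89 (adjusted p = 0.0154 from limma), and its signal varied widely, 4839 ± 5033 in control and 438 ± 854 in PB livers. Mt2 did not pass when Student's t on the linear signal was used in place of limma.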

To gain insight into the predominant pathways and functions altered by PB-treatment, we interrogated the 231 genes using Ingenuity Pathway Analysis (version 8.6; Ingenuity Systems; www.ingenuity.com). 

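Many genes of drug metabolism rose in the livers of PB-treated animals. Of 102 tested members of 7 whole enzyme families (cytochromes P450 of families 1 to 4, glutathione S-transferases, UDP-glucuronosyltransferases, sulfotransferases, carboxylesterases and aldo-keto reductases), listed by symbol before the data were examined, 49 were higher and 6 were lower. Tables 1, 2, S2 and S4 of the study, which come from these arrays, had been read when the families were listed, so the test below is not independent of them. This is 48.0% higher against 6.51% of the 9874 other genes tested in liver, an odds ratio of 13.3 (95% confidence interval 8.73 to 20.1, Fisher's exact test, two-sided, p = 3.69e-30), and with all 40 arrays in 1 fit 37 of the 102 were higher against 8.81% of the others, an odds ratio of 5.89 (3.80 to 9.01). Of 34 cytochromes P450 of families 1 to 3, 16 rose, led by Cyp2b10, Cyp2c65 and Cyp2c55, and 2 fell (18 and 3 when adjusted over the list alone; adjusted p = 0.0235 from camera, a set test with an estimated correlation between genes). Of 9 sulfotransferases and PAPS synthases, which add or supply sulfate, 6 rose and 1 fell (the same counts adjusted over the list alone; adjusted p = 0.00117 from camera). Among them Sult1e1 went from 15.4 ± 17.2 to 140.4 ± 53.9 (SD, n = 10, at least 2.81-fold by the group means), Sult1c2 from 69.4 ± 19.5 to 214 ± 35.7 and Sult1d1 from 2045 ± 443 to 5091 ± 583. With each Sult1e1 signal under 50 set to 50 the fold was 2.77. Of 20 glutathione S-transferases, 12 rose and none fell (14 and 0 adjusted over the list alone; 14 and 0 at an unadjusted p under 0.05, 11 and 0 with Student's t on log2 signal; adjusted p = 0.0539 from camera, which does not pass), and Gstm3 rose from 2195 ± 342 to 11769 ± 1429. Of 8 UDP-glucuronosyltransferases, 5 rose, among them Ugt2b35 (log2 fold change 0.98, standard error 0.10) and Ugt2b34 (0.94, standard error 0.07), and Ugt2b38 fell by 0.84 on the log2 scale (standard error 0.15; the same counts adjusted over the list alone; adjusted p = 0.110 from camera). Of 12 carboxylesterases, 3 rose, with Ces2a from 4789 ± 606 to 11174 ± 1422, and 1 fell, Ces4a, from 221 ± 46.9 to 118 ± 36.1 (4 and 1 adjusted over the list alone; adjusted p = 0.243 from camera). Of 12 aldo-keto reductases, 4 rose, with Akr1d1 from 1428 ± 324 to 2763 ± 448, and none fell, also when adjusted over the list alone (6 and 0 at an unadjusted p under 0.05, 4 and 0 with Student's t on log2 signal; adjusted p = 0.117 from camera), and of 7 P450 enzymes of family 4, 3 rose and 1 fell, Cyp4v3 (3 and 2 adjusted over the list alone; adjusted p = 0.675 from camera).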

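Transporters and electron donors of the same system changed in part. Of 15 hepatic drug and bile salt transporters, 6 rose and 2 fell (6 and 3 adjusted over the list alone; adjusted p = 0.296 from camera): the efflux pump Abcc3 went from 479 ± 133 to 1684 ± 186 (SD, n = 10), Abcc4 from 31.4 ± 9.38 to 103 ± 29.7 (at least 2.05-fold) and the uptake carrier Slco1a4 from 307 ± 53.6 to 786 ± 196. Of 12 genes of CAR, PXR and their cofactors, 4 rose and 1 fell (5 and 4 adjusted over the list alone; adjusted p = 0.265 from camera), with the Ah receptor gene Ahr from 493 ± 122 to 1058 ± 189, cytochrome b5 (Cyb5a) from 13555 ± 909.9 to 17106 ± 888 and Alas1, the rate-limiting enzyme of heme synthesis, from 2352 ± 2339 to 5425 ± 3068. Of 20 genes of cholesterol synthesis and uptake, 5 rose and 1 fell, also when adjusted over the list alone (adjusted p = 0.448 from camera), with log2 fold changes of 0.75 for Insig1 (standard error 0.15), 0.65 for Msmo1 (0.17) and 0.54 for Mvk (0.08). Of 16 genes of fatty acid synthesis none rose and 3 fell (2 and 4 adjusted over the list alone; 3 and 5 at an unadjusted p under 0.05, 0 and 2 with Student's t on log2 signal; adjusted p = 0.895 from camera, with a median log2 fold change of 0.04 and a mean of -0.07): Acacb, Elovl5 and Scd1, with log2 fold changes of -0.81, -0.59 and -0.48 (standard errors 0.24, 0.13 and 0.12). Of 16 genes of fatty acid oxidation and PPAR-alpha targets none rose and 3 fell (3 and 3 adjusted over the list alone; 4 and 4 at an unadjusted p under 0.05, 0 and 3 with Student's t on log2 signal; adjusted p = 0.912 from camera), Angptl4 from 744 ± 265 to 347 ± 158, Acot1 from 72.8 ± 29.1 to 35.6 ± 14.1 and Hadha from 1445 ± 134 to 1238 ± 80.5. Of 13 genes of bile acid synthesis, Akr1d1 rose and Cyp7b1 fell, from 12732 ± 1509 to 9280.1 ± 1335 (2 and 1 adjusted over the list alone; adjusted p = 0.675 from camera). Alas1 and Acacb did not pass with Student's t on log2 or linear signal or Welch's t on log2 signal. Msmo1 did not pass with Student's t on linear signal. Alas1 did not pass with robust eBayes either, and Mvk and Scd1 did not pass with all 40 arrays in 1 fit.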

Differentially regulated genes were strongly enriched in functional categories associated with small molecule biochemistry, lipid metabolism, and drug metabolism, including the metabolism of xenobiotics by cytochromes P450 (Figure S1B, Table S3). 20 out of the top-30 upregulated genes (Table 1) were previously listed as PB-inducible using identical PB-treatment conditions in B6C3F1 [35]. In addition to the classical PB-induced genes (like *Cyp2b10, Gsta2, Gstt3*) several other genes show consistent upregulation in both data sets (including *Orm3, Akr1b7, Lect1, A930034L06Rik, Gadd45b, Prom1, A930034L06Rik, Meig1, Pnliprp1, Wisp1 and Cxcr7*). Many of these upregulated genes, like *Gadd45b* and *Wisp1*, influence cell cycle/death and are associated with cancer. It is noteworthy that we detected a significant five-fold upregulation of *Cyp2b9*, a gene previously reported as non-PB-inducible gene in mouse liver [39] and used as a negative control in the studies that led to the discovery of the role of CAR in *Cyp2b10* regulation [37], [40]. 

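Cyp2b10 and 9 other genes reported here rose in the livers of PB-treated animals. The glutathione S-transferases Gsta2 and Gstt3 rose from 1059 ± 284 to 4544 ± 1239 and from 217 ± 48.6 to 1660.1 ± 269, log2 fold changes of 2.12 (standard error 0.19) and 2.94 (standard error 0.11; SD, n = 10 animals per group). Orm3, an acute phase protein of the orosomucoid family, rose from 47.5 ± 29.9 to 322 ± 105, at least 6.44-fold by the group means. With each Orm3 signal under 50 set to 50 the fold was 5.32. Lect1, named Cnmd in current annotation and known as a cartilage protein, rose from 68.6 ± 15.1 to 520.4 ± 72.8, a log2 fold change of 2.94 (standard error 0.11, adjusted p = 1.96e-15 from limma). A930034L06Rik, now the small nucleolar RNA host gene Snhg11, rose from 58.6 ± 10.5 to 196 ± 29.9. Genes with a lower signal also rose: Cxcr7 (now Ackr3), a decoy chemokine receptor, from 29.7 ± 12.1 to 127 ± 54.7 (at least 2.55-fold), Prom1, known as CD133, from 31.4 ± 7.37 to 142 ± 65.7 (at least 2.83-fold), Pnliprp1, a pancreatic lipase relative, from 7.96 ± 5.73 to 80.0 ± 17.8 (at least 1.60-fold), and Meig1, known from spermatogenesis, from 7.31 ± 3.91 to 76.3 ± 19.9 (at least 1.53-fold). All 10 PB livers lay above all controls for each of these genes except Prom1, where 9 of 10 did. The adjusted p values of the 10 genes from limma ranged from 9.47e-23 for Cyp2b10 to 4.24e-05 for Ackr3.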

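Gadd45b, a growth arrest and DNA damage response gene, rose from a MAS5 signal of 19.9 ± 21.0 in control to 135 ± 48.0 in PB livers (SD, n = 10), at least 2.69-fold by the group means, with 9 of 10 PB livers above all controls (adjusted p = 5.00e-05 from limma). With each Gadd45b signal under 50 set to 50 the fold was 2.57. Wisp1, a matricellular protein downstream of WNT signalling that is now named Ccn4, rose from 14.8 ± 9.48 to 70.5 ± 18.4, at least 1.41-fold, in 10 of 10 PB livers (log2 fold change 2.48, standard error 0.34, adjusted p = 2.02e-05 from limma). Of 14 p53 target and growth arrest genes, Gadd45b was the only one called higher and 2 were lower, also when adjusted over the list alone (adjusted p = 0.944 from camera). The 2 were Cdkn1a and Btg2, an antiproliferative gene that went from 238 ± 48.6 to 132 ± 20.4. Of 10 cell cycle and proliferation genes that reached the signal filter, none rose and 4 fell (0 and 5 adjusted over the list alone; 0 and 5 at an unadjusted p under 0.05, 0 and 4 with Student's t on log2 signal; adjusted p = 0.110 from camera), among them Rrm2, a subunit of ribonucleotide reductase, from 155 ± 50.7 to 89.3 ± 22.6, Ccnd1, cyclin D1, from 294 ± 65.5 to 183 ± 47.3, and the replication factor Mcm4 from 81.0 ± 12.3 to 56.1 ± 19.2 (not called with Welch's t on log2 signal). Control liver 2 stood apart for Rrm2, with a signal of 295.7 against 166.3 in the next control liver. In the same comparison 6 of 11 stellate cell and fibroblast markers and 3 of 12 Kupffer cell and macrophage markers fell and none rose. Neither of these marker lists passed camera. The probe sets of Gadd45b disagreed: a second one had a log2 fold change of 1.42 (standard error 0.26), and the one with the highest control mean had 0.35 (standard error 0.13) and was not called.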

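Cyp2b9, a P450 gene of the same cluster that is expressed in female mouse liver, rose from a MAS5 signal of 17.6 ± 7.62 in control to 100.2 ± 46.9 in PB livers of these male mice (SD, n = 10). As the control mean lies under 50 the increase is given as at least 2.00-fold, and the ratio of the group means was 5.69. All 10 PB livers were above all controls (log2 fold change 2.68, standard error 0.39, adjusted p = 5.00e-05 from limma). Of 16 genes listed as female-biased in mouse liver, 3 reached the signal filter and all 3 rose, also when adjusted over the list alone (adjusted p = 0.0146 from camera). Cyp2b9 reached the filter by its PB signal alone, and the call of the list was lost with fry in either direction (adjusted p = 0.0950). Next to Cyp2b9 these were Cyp39a1, an oxysterol hydroxylase, from 278 ± 42.3 to 389 ± 31.3, and the transcription factor Cux2 from 138 ± 27.4 to 178 ± 30.9, whose call was lost without the signal filter and with all 40 arrays in 1 fit. Of 9 male-biased genes, Cyp4a12a rose by 0.17 (standard error 0.05; not called with no filter) and Cyp7b1 fell by 0.46 (standard error 0.08) on the log2 scale, and the list as a whole did not pass (the same counts adjusted over the list alone; adjusted p = 0.675 from camera).

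**Figure D1:**
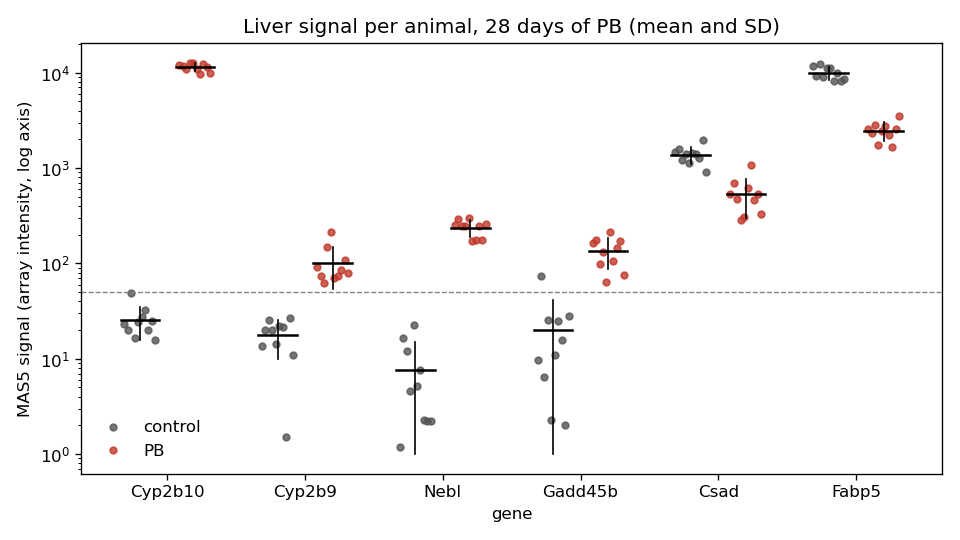
MAS5 signal (vertical log axis, array intensity) of Cyp2b10, Cyp2b9, Nebl, Gadd45b, Csad and Fabp5 in the 10 control and the 10 PB livers. Each point is 1 animal and each bar the mean with its SD, and the dashed line marks the signal of 50 used as filter. The 10 PB livers lie above all controls for Cyp2b10, Cyp2b9 and Nebl and below all controls for Fabp5, and signals under 1 are drawn at 1.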

Differences in experimental conditions and/or transcript detection methodologies might account for this discrepancy. 

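Nebl, which encodes the actin-binding protein nebulette, rose in the livers of PB-treated animals. Its mean MAS5 signal was 7.65 ± 7.20 in the 10 control livers and 237 ± 46.9 in the 10 PB livers (SD), at least 4.74-fold when the control is taken at the filter of 50. All 10 PB livers were above all controls, with a log2 fold change of 5.52 (standard error 0.42, adjusted p = 1.57e-09 from limma), and the call held under every alternative run for it. With signals under 50 taken as measured, the response of Nebl differed between liver and kidney by 5.29 on the log2 scale (standard error 0.46, adjusted p = 2.70e-11 from limma over all 40 arrays).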

We also identified, to our knowledge, novel PB-induced transcriptional perturbations including significant up-regulation of the *Nebl* (*Nebulette*) gene that codes for a component of cardiac muscle fibers [41] and whose liver-specific functions remain to be determined. In addition, only 3 out of the 30 downregulated genes (namely *Dnaic1, Slc41a2* and *Csad*, Table 2) were previously reported to be perturbed using identical PB-treatment conditions in B6C3F1 [35]. These minor discrepancies in PB-induced transcriptional perturbations within the same strain of mice are likely to be due to a number of factors including *in vivo* study conditions, laboratory-specific sample handling and data processing methods (as reported in Leek et al. [42]).Transcriptional profiling of kidney samples identified only 53 significantly altered probe sets, representing 39 genes (Table S4), none of which were significantly changed in liver (p = 0.001), highlighting the tissue-specificity of PB-induced changes.

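Dnaic1, Slc41a2 and Csad were all lower in the livers of PB-treated animals. Dnaic1, an axonemal dynein chain, had a MAS5 signal of 146 ± 45.2 in control and 46.4 ± 32.1 in PB livers (SD, n = 10), and 9 of 10 PB livers lay below all controls (log2 fold change -1.92, standard error 0.33, adjusted p = 0.000334 from limma). The PB mean of Dnaic1 lies under 50, so the size of its decrease depends on signals under that level. Slc41a2, a magnesium transporter, went from 579.6 ± 162 to 208 ± 75.0, below all controls in 10 of 10 PB livers (log2 fold change -1.50, standard error 0.18, adjusted p = 2.70e-06 from limma). Csad, the cysteine sulfinate decarboxylase of taurine synthesis, went from 1372 ± 279.7 to 533 ± 235, with 9 of 10 below all controls (log2 fold change -1.45, standard error 0.19, adjusted p = 9.48e-06 from limma). The 3 calls held under every alternative run for them.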

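Fewer genes were called in kidney than in liver, and genes of fat cells were among those with the larger increases. Whether fat tissue attached to some kidneys accounts for the fat cell genes is left open. Different times of day at sampling may account for the changes of the clock genes given below. Of 10083 genes tested in kidney, 260 were higher and 187 lower at an adjusted p under 0.05 from limma, 14 of them at least 2-fold higher and 8 at least 2-fold lower with signals under 50 taken as measured. Of 10 brown fat and adipocyte genes, grouped after their values had been seen, 6 rose (Adipoq, Fabp4, Ucp1, Cidea, Cox8b and Plin4) and 4 did not pass (Retn, Cox7a1, Lipe and Prdm16). Cox8b went from a MAS5 signal of 9.41 ± 12.1 in control to 98.3 ± 87.1 in PB kidneys (SD, n = 10, at least 1.97-fold), Cidea from 26.3 ± 26.8 to 192 ± 174 (at least 3.84-fold), Ucp1, the uncoupling protein of brown fat, from 22.4 ± 22.8 to 198 ± 194 (at least 3.95-fold), the adipocyte hormone Adipoq from 59.1 ± 40.7 to 335 ± 305 and, outside these 10, the lipogenic gene Thrsp from 97.3 ± 47.5 to 485 ± 428. Of 3 adipocyte markers that reached the filter, Adipoq and Fabp4 (from 935 ± 212 to 2249.8 ± 1422) rose, also when adjusted over the list alone (adjusted p = 0.167 from camera). The genes given here with values varied widely between PB kidneys. The calls of Cox8b, Cidea, Ucp1, Adipoq, Thrsp and Fabp4 were lost with Student's t on linear signal. Those of Cidea, Ucp1 and Thrsp were also lost with Student's or Welch's t on log2 signal, and that of Fabp4 with Welch's. The calls of Cidea and Ucp1 were also lost with no filter, robust eBayes and the array number as covariate, and that of Plin4 under 8 alternatives. Other increases varied less, such as Rdh16f2, a retinol dehydrogenase, from 404 ± 91.5 to 899 ± 114 in 10 of 10 PB kidneys (log2 fold change 1.18, standard error 0.10, adjusted p = 4.26e-07), and Cyp4a14, a fatty acid hydroxylase, from 40.3 ± 13.2 to 174 ± 89.7, at least 3.48-fold. The clock output gene Dbp rose from 428 ± 223 to 1014 ± 354, with Per2 and Per3 (log2 fold changes 0.84 and 0.80, standard errors 0.18 and 0.15), and 5 of 10 clock genes that peak with Dbp rose (6 adjusted over the list alone; adjusted p = 0.105 from camera). Of 4 clock genes that peak with Arntl 2 fell, also when adjusted over the list alone (adjusted p = 0.105 from camera), Npas2 from 56.5 ± 16.8 to 29.9 ± 8.90 and Arntl from 150.1 ± 37.8 to 101 ± 24.9. Among the decreases were those of Synpr, a synaptic vesicle protein, from 91.7 ± 45.0 to 26.9 ± 16.5, the retinoic acid hydroxylase Cyp26b1 from 53.9 ± 27.4 to 20.2 ± 14.8, the glucocorticoid-induced Zbtb16 from 184 ± 68.6 to 65.6 ± 22.3, the ubiquitin ligase Rnf180 from 194 ± 45.2 to 92.8 ± 46.9 and the nuclear receptor Ppard from 189 ± 53.8 to 85.5 ± 14.3. With all 40 arrays in 1 fit the calls of Adipoq, Dbp, Per2, Npas2 and Rnf180 were lost, with a floor of 50 those of Cox8b, Cyp26b1 and Npas2, with Student's t on linear signal those of Arntl and Cyp26b1, and with Welch's t on log2 signal that of Cyp26b1. Signal of other organs stood apart in 4 kidneys: the pancreatic enzyme gene Cpa1 had a signal of 735 in control 1 and at most 3.80 in the other kidneys, and the hepatocyte list lay at least 2-fold above the median kidney in control 1, 3 and 9 and PB 19, with Alb at 1029.6 in PB 19 and a median of 129 over the kidneys. Without these 4, an alternative added after the data had been seen, 145 genes and 163 probe sets were called, and 71 probe sets passed the study's thresholds. At probe set level 627 of 19229 were called (345 higher, 282 lower; 258 higher and 295 lower with each array centred on its median), and 97 with 64 gene symbols passed the study's thresholds; with the Adipoq signal of each kidney as a covariate, also added then, 167 were called and 59 passed, and without kidney control 8 or PB 19, 393 and 411 were called.

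**Figure D2:**
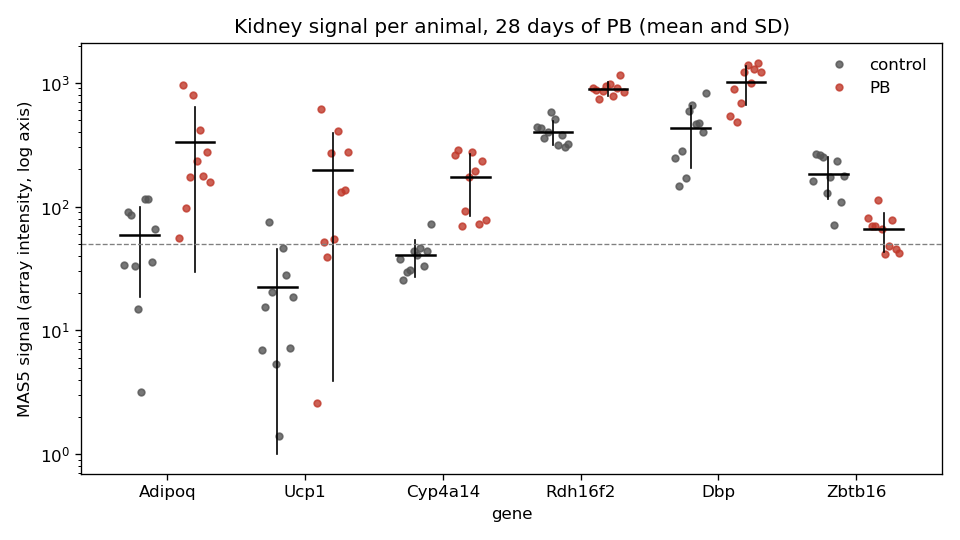
MAS5 signal (vertical log axis, array intensity) of Adipoq, Ucp1, Cyp4a14, Rdh16f2, Dbp and Zbtb16 in the 10 control and the 10 PB kidneys. Each point is 1 animal and each bar the mean with its SD, the dashed line marks the signal of 50 used as filter, and signals under 1 are drawn at 1. Rdh16f2 separates the groups in 10 of 10 PB kidneys, while Adipoq and Ucp1 spread widely among PB kidneys.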

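Of the 455 liver probe sets past the study's thresholds, 298 responded to PB differently from the same probe sets in kidney, and other genes changed in both tissues. In a test of the difference between the 2 tissues over all 40 arrays, 1357 of 21866 probe sets had a PB effect that differed (684 with the higher effect in liver and 673 with the lower). Of the 97 kidney probe sets past the study's thresholds, 27 differed in this test. With the animal as replicate block, 1143 probe sets differed, 1019 of them shared with the fit without it. Among 16344 probe sets tested in both tissues, 117 were called in both, where 60.8 would be shared by independent lists of the same lengths (Fisher's exact test, two-sided, p = 1.41e-12). That p takes probe sets and tissues as independent, although both tissues came from the same 20 animals. By direction, 44 were higher in both and 40 lower in both, against 15.4 and 14.7 for independent lists, while 15 were higher in liver and lower in kidney and 18 lower in liver and higher in kidney, against 12.4 and 18.2. Without the 4 kidneys and 2 livers (control 5 and PB 20) in which signal of another organ stood apart, 33 were called in both, against 14.4 for independent lists. At the study's thresholds 16 probe sets passed in both tissues, against 1.25 for independent lists, 11 of them in the same direction and 5 in opposite directions. Opposite changes were found in Fabp5, which rose in kidney from 228 ± 32.8 to 396 ± 114 (SD, n = 10), in Scd1, the stearoyl-CoA desaturase, at another of its probe sets than the one given for fatty acid synthesis, with log2 fold changes of -0.98 in liver and 0.89 in kidney, in Rdh16f2 with -0.97 and 1.18, and in Ndrg1, a hypoxia-responsive gene, which rose in liver from 33.2 ± 17.7 to 96.8 ± 38.4 (at least 1.94-fold) and in kidney had a log2 fold change of -0.73. Gsta2 rose and Zbtb16 and Ppard fell in both tissues: Gsta2 by 0.62 on the log2 scale in kidney (standard error 0.11), while Zbtb16 fell by 0.97 and Ppard by 1.24 in liver. Dbp rose in liver as well, by 2.32 (standard error 0.51), and its response did not differ between the tissues at the threshold (adjusted p = 0.407), which does not show that it was alike. Calls were lost with Student's t on linear signal for Dbp in liver and Scd1 in kidney, with Student's or Welch's t on log2 signal or no filter for Scd1 in kidney, and with all 40 arrays in 1 fit for Dbp and Ndrg1 in kidney. From the small number of altered kidney probe sets, which its text gives as unchanged in liver, the paper concludes that PB-induced changes are tissue-specific. Its Tables S2 and S4 nevertheless share 6 probe sets.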

**Table 1:** Correlating gene expression and DNA methylation PB-induced perturbations in the liver of B6C3F1 mice.

Gene Symbol	Gene Expression		DNA Methylation		Correlation		CpG class
	Fold change	p value	Log2 ΔMeth	p value	Corr	p value	
Cyp2b10	451.86	8.20E-11	-0.305	1.17E-08	-0.931	2.56E-09	CpG poor
Cyp2c55	32.42	2.18E-10	-0.016	5.42E-01	-0.163	4.94E-01	CpG poor
Nebl	31.01	5.66E-08	-0.040	1.57E-01	-0.227	3.37E-01	strong CpG island
Meig1	10.44	1.04E-06	0.010	8.18E-01	0.138	5.63E-01	weak CpG island
Pnliprp1	10.05	1.11E-07	-0.061	1.94E-02	-0.460	4.13E-02	CpG poor
Akr1b7	9.37	4.15E-07	0.026	3.74E-01	0.221	3.49E-01	CpG poor
Sult1e1	9.09	2.52E-05	0.029	4.91E-01	0.227	3.35E-01	weak CpG island
Serpinb1a	8.86	2.34E-05	0.005	9.07E-01	0.087	7.14E-01	CpG poor
Gstm3	8.76	3.55E-05	-0.032	3.68E-01	-0.195	4.11E-01	CpG poor
Gstt3	7.63	2.12E-08	0.009	8.17E-01	0.002	9.92E-01	weak CpG island
Lect1	7.59	4.29E-09	-0.003	9.09E-01	-0.053	8.23E-01	weak CpG island
Cyp2d12	7.30	1.73E-05	0.013	6.91E-01	0.214	3.65E-01	CpG poor
AW125753	7.18	3.37E-02	-0.051	6.81E-02	-0.426	6.13E-02	strong CpG island
Orm3	6.79	9.63E-06	-0.069	1.17E-01	-0.444	4.96E-02	CpG poor
Gadd45b	6.77	1.39E-05	0.028	4.42E-01	-0.016	9.48E-01	strong CpG island
Cyp2b9	5.69	3.20E-04	-0.035	3.01E-01	-0.214	3.64E-01	CpG poor
9630050M13Rik	5.65	8.92E-07	-0.035	4.61E-01	-0.099	6.78E-01	strong CpG island
Cyp2c37	5.48	5.07E-14	0.057	2.01E-01	0.262	2.64E-01	CpG poor
Dbp	5.31	2.57E-02	0.017	6.76E-01	0.521	1.86E-02	weak CpG island
Cyp2c54	5.13	1.98E-10	0.102	2.11E-02	0.472	3.55E-02	CpG poor
1700067K01Rik	4.98	2.48E-11	-0.026	2.73E-01	-0.233	3.22E-01	strong CpG island
Wisp1	4.75	9.03E-07	-0.004	8.88E-01	-0.171	4.70E-01	CpG poor
Gsta1	4.65	7.36E-05	0.030	2.80E-01	0.052	8.28E-01	CpG poor
Prom1	4.51	4.72E-04	0.005	8.74E-01	0.132	5.79E-01	weak CpG island
Kcnk1	4.39	5.88E-04	0.035	8.08E-02	0.283	2.26E-01	strong CpG island
Gstm1	4.30	2.07E-08	-0.041	2.75E-01	-0.329	1.57E-01	weak CpG island
Gsta2	4.29	5.99E-06	0.015	6.34E-01	0.034	8.87E-01	CpG poor
Cxcr7	4.29	2.72E-04	0.033	1.91E-01	0.461	4.10E-02	weak CpG island
A930034L06Rik	3.35	2.31E-08	0.035	3.05E-01	0.110	6.44E-01	weak CpG island
Por	3.35	1.59E-08	0.050	7.59E-02	0.306	1.90E-01	strong CpG island

Overview of the Top-30 most differentially up-regulated genes (for genes with MAS5 expression value>50). The linear expression fold change and delta methylation (Log2 ΔMeth) are correlated. For the genes with several Affymetrix probesets showing strong transcriptional change only the value for the probe set with highest MAS5 value in the control samples is shown in this table. The full list of genes (30,430 Affymetrix probe Sets) is available in Table S6.

**Table 2:** Overview of the Top-30 most differentially down-regulated genes (for genes with MAS5 expression value>50).

Gene Symbol	Gene Expression		DNA Methylation		Correlation		CpG class
	Fold change	p value	Log2 ΔMeth	p value	Corr	p value	
Mt2	0.09	2.23E-02	0.065	1.99E-01	0.060	8.03E-01	strong CpG island
Egr1	0.14	2.68E-04	-0.028	1.49E-01	0.381	9.77E-02	strong CpG island
Mt1	0.18	3.41E-02	0.057	5.25E-02	-0.407	7.50E-02	strong CpG island
Fabp5	0.18	2.06E-06	0.003	9.27E-01	-0.070	7.69E-01	weak CpG island
Cdkn1a	0.19	2.16E-03	-0.003	8.88E-01	0.101	6.71E-01	strong CpG island
Igfbp1	0.21	9.62E-03	0.000	9.88E-01	-0.263	2.64E-01	weak CpG island
Fos	0.22	3.38E-02	0.033	8.45E-02	-0.326	1.60E-01	strong CpG island
Cxcl1	0.24	2.94E-02	0.077	4.78E-02	-0.148	5.33E-01	weak CpG island
Kap	0.25	3.75E-01	0.029	4.44E-01	0.031	8.96E-01	CpG poor
Scara5	0.27	6.33E-04	-0.016	6.31E-01	-0.016	9.45E-01	CpG poor
1600029D21Rik	0.27	2.00E-01	0.057	2.51E-01	0.305	1.91E-01	weak CpG island
Gnat1	0.28	1.61E-08	0.000	9.89E-01	-0.075	7.54E-01	CpG poor
Tnfrsf12a	0.29	1.19E-01	0.011	7.03E-01	-0.329	1.57E-01	strong CpG island
3110082I17Rik	0.31	3.21E-03	0.012	7.56E-01	-0.003	9.91E-01	weak CpG island
Dnaic1	0.32	3.06E-05	-0.021	5.31E-01	0.134	5.72E-01	strong CpG island
Il33	0.32	2.58E-01	0.110	3.71E-02	-0.251	2.85E-01	weak CpG island
Steap4	0.32	1.07E-03	0.004	8.33E-01	0.072	7.64E-01	weak CpG island
Il1r1	0.32	2.93E-03	-0.047	2.62E-01	0.264	2.62E-01	weak CpG island
Socs2	0.33	2.22E-02	0.016	5.98E-01	-0.102	6.68E-01	strong CpG island
2010003K11Rik	0.33	1.36E-01	-0.023	4.80E-01	-0.165	4.88E-01	CpG poor
Lpin1	0.34	3.23E-03	0.028	2.85E-01	-0.221	3.49E-01	weak CpG island
Saa4	0.34	2.96E-03	0.060	4.60E-02	-0.376	1.02E-01	CpG poor
B3galt1	0.36	1.95E-03	-0.004	9.42E-01	0.056	8.13E-01	CpG poor
Slc41a2	0.36	2.07E-05	-0.029	3.73E-01	-0.021	9.29E-01	strong CpG island
Csad	0.39	1.12E-06	0.048	3.01E-01	-0.065	7.85E-01	CpG poor
Egfr	0.40	7.73E-04	0.036	2.30E-01	-0.108	6.49E-01	strong CpG island
Plscr1	0.40	2.29E-01	0.022	6.53E-01	0.382	9.67E-02	CpG poor
Clpx	0.40	5.83E-03	0.034	6.59E-02	-0.118	6.21E-01	strong CpG island
Foxq1	0.41	5.18E-02	0.022	4.13E-01	-0.397	8.34E-02	strong CpG island
Gadd45g	0.42	7.70E-02	-0.052	3.12E-02	0.298	2.02E-01	strong CpG island

As in Table1.

### Genome-wide MeDIP profiling identifies tissue-specific PB-induced DNA methylation perturbations

Epigenetic changes may precede or underlie PB-induced transcriptional remodeling in the liver, providing mechanistic insights as well as a rich source of biomarkers of the carcinogenic process. MeDIP was combined with large-scale promoter tiling-array to examine genome-wide PB-induced DNA methylation perturbations. Methylated DNA from liver (target) and kidney (non-target) was isolated from all PB-treated and control animals. To control for the validity of the methylated DNA enrichment procedure, regions known to be enriched in DNA methylation (such as the *H19* imprinting control region (ICR) or the intracisternal A-particle element (*IAP*)), or devoid of methylation (*CSa*) were profiled by real-time PCR (qPCR) prior to and following whole-genome amplification (WGA). This control indicates consistent enrichment of methylated genomic regions in all samples prior to and following WGA amplification (Figure 2A).

**Figure 2:**
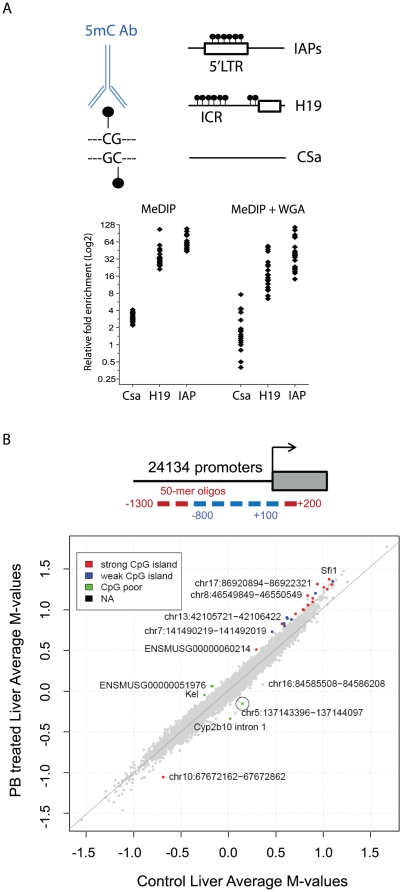
MeDIP-promoter array profiling of the methylome in the liver of control and PB treated B6C3F1 mice. (**A**) An antibody directed against 5-methyl-cytosine (5mC) was used for immunoprecipitation of methylated DNA. Control sequences that are highly methylated (IAP, H19 ICR) or lack CpGs (CSa) were selected as controls for the MeDIP experiment prior to and following whole genome amplification (WGA). The relative enrichment in the bound over input fractions for 10 individual biological replicates was measured by qPCR. (**B**) Methylation comparison between liver of control and PB-treated mice (average log_2_ (IP/total) for replicates) in all 23,428 Nimblegen probe sets. The colors indicate the CpG island class for those probe sets where the log_2_ methylation ratio of PB-treated vs. control (difference in M-value) is significant (p≤0.01 and an absolute log_2_ fold change of ≥0.2, 28 probe sets), non-differentially methylated regions are indicated in grey. A circle highlights *Cyp2b10*.

MeDIP-enriched and input genomic DNA was labeled with different fluorescent dyes and hybridized to a Nimblegen promoter array covering 1.8 kb (1.3 kb upstream and 0.5 kb downstream) of the transcription start site (TSS) of 17,967 genes and additional 4,566 intergenic CpG islands (385K CpG Island Plus Promoter Array, Nimblegen, see methods). Array datasets were generated in duplicate for liver and kidney of all control and treated animals. The ratio of methylated to input signal was calculated for each sequence spotted on the array, values for all probes in each promoter were summarized and used as a read-out for the methylation level as previously reported [3].

Statistical analysis (ANOVA p≤0.001, see Processing Nimblegen chips in the methods section) identified 12,362 probe sets with significant differential methylation between the organs, 163 with an overall treatment effect (across organs) and 2,520 with organ and treatment interactions, indicating that the liver and kidney methylomes are very different (see also Figure S2), and the effect of PB-treatment is organ specific.

In liver, we identified 28 probe sets with statistically significant (p≤0.01 and absolute log_2_ fold change ≥0.2) changes in DNA methylation (Figure S2A and Table S5). The integration of transcriptional and promoter-methylation data failed to identify a significant overall anti-correlation between gene expression and methylation alterations in liver (Table 1 and 2 and Table S6), with the exception of *Cyp2b10*, a well-characterized CAR target gene, which was identified as the most up regulated gene and most significantly demethylated promoter, specifically in liver tissue (Table 1, Table S6 and Figure S3A). This functional anti-correlation was further validated through qPCR analysis of *Cyp2b10* expression level in liver and kidney, showing a robust liver-specific increase in *Cyp2b10* expression level (Figure 3A). 

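Cyp2b10 had the largest change of any gene in liver, and each of its 3 probe sets gave the same picture. Their mean MAS5 signals were 16.0 ± 13.5, 25.4 ± 9.84 and 25.2 ± 14.6 in control livers and 11408 ± 1305, 11482 ± 1067 and 11218 ± 1294 in PB livers (SD, n = 10), log2 fold changes of 10.09 (standard error 0.43), 8.89 (0.14) and 9.09 (0.30). The means of control livers lie under the level of 50, so the increase is at least 228-fold, 230-fold and 224-fold, and a two-sided permutation test of the log2 difference with 100000 resamples gave p = 2e-05 for each, the smallest it can give. In kidney no Cyp2b10 probe set reached the mean of 50 used as filter, so the values come from a fit without that filter. The 3 probe sets went from 48.9 ± 17.3 to 27.7 ± 16.0, from 44.5 ± 7.99 to 32.6 ± 10.1 and from 31.1 ± 9.26 to 25.2 ± 9.79 (SD, n = 10), log2 fold changes of -0.87, -0.49 and -0.42, none of them called (adjusted p = 0.145, 0.196 and 0.633 from limma). The same permutation test gave p = 0.0098, 0.00598 and 0.179 for the kidney, with 1, 7 and 2 of 10 PB kidneys below all controls, at signals under 50. The PB effect on Cyp2b10 differed between liver and kidney by 10.96, 9.38 and 9.51 on the log2 scale with signals under 50 taken as measured (standard errors 0.54, 0.22 and 0.44).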

Methylome profiling in kidney identified 286 differentially methylated regions (with the same set of filters as for liver) (Figures S2A, S2B), including 5 hypomethylated probe sets which are hypermethylated in liver (Sfi1 and 4 unannotated probe sets). In comparison, 2811 probe sets are differentially methylated when comparing the methylomes of control kidney and liver (Figure S2C). Thus, PB treatment leads to a relatively limited number of promoter DNA methylation perturbations, which show high tissue specificity. Our results suggest that most changes in gene expression are not associated with promoter-wide methylation alterations upon phenobarbital treatment. We cannot however exclude that DNA methylation changes at single or selected CpGs within promoters may lead to transcriptional perturbations as the MeDIP-array approach is likely not sensitive enough to detect very discrete alterations.

**Figure 3:**
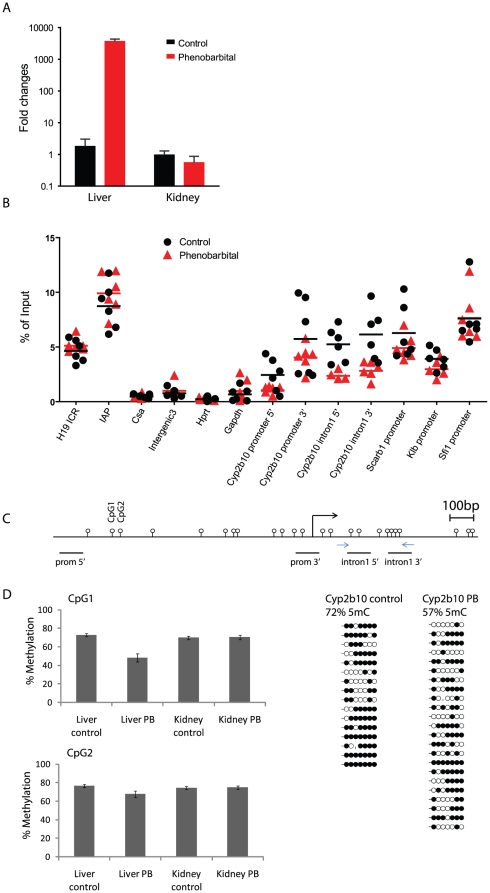
*Cyp2b10* is selectively DNA demethylated and over expressed in the liver of PB-treated B6C3F1 mice. (**A**) RT-qPCR analysis of Cy2b10 expression in the liver and the kidney of control and PB-treated animals. Fold changes are indicated relative to 18S RNA expression levels. (**B**) MeDIP-qPCR validation of Nimblegen data. Positive (H19 ICR, IAP), negative (CSa, Intergenic3, Hprt, Gapdh) and selected regions identified on the promoter array were assessed by qPCR from WGA amplified MeDIP and input DNA samples prepared from the liver of 6 control and PB-treated mice. qPCR identified selective demethylation at *Cyp2b10* TSS, both in the promoter and first intron (location of PCR amplicons is shown in Figure 3C). Relative enrichment (IP/Input) for DNA methylation of 6 individual biological replicates is shown. (**C**) Bisulfite sequencing at *Cyp2b10* first intron. Sequenced area is shown by the two arrows in the schematic gene map. Each line represents the sequence of a single clone. CpGs are shown as white (unmethylated) or black (methylated) circles. The values above summarizes the overall methylation level of this region (percentage of methylated CpG in all sequenced clones) (**D**) Quantitative DNA methylation analysis by pyrosequencing of two *Cyp2b10* promoter CpG sites (CpG1: -914 and CpG2: -886 indicated in (C)) in the liver and kidney of control and PB-treated animals. Standard deviation was calculated from 10 biological replicates. Primers/genomic regions used for bisulfite sequencing are available in Figure S9.

### PB-treatment leads to *Cyp2b10* promoter demethylation in the liver of B6C3F1 mice

To independently confirm observed promoter changes in DNA methylation, qPCR assays were designed for selected genes. Control sequences that are highly methylated (*H19 ICR, IAP*), unmethylated (*Intergenic region3, Hprt, Gapdh promoters*) or lack CpGs (*CSa*) were used as controls for the methylation status of specific promoter regions in control and PB-treated animals (n = 6). The qPCR analysis confirmed *Cyp2b10* demethylation in PB-treated animals. In contrast, no consistent change in DNA methylation was detected by qPCR at the promoters of *Sfi1*, *Scarb1* and *Klotho-β*(*Klb*), three regions showing relatively high PB-induced DNA methylation changes on the promoter-arrays (Tables S5 and S6).

The promoter array covers 1.8 kb per TSS while the bioinformatic analyses focused on a 900 bp window (100 bp downstream and 800 bp upstream of the TSS). Further investigation of the *Cyp2b10* locus identified the first intron of *Cyp2b10* as the region showing the most significant DNA demethylation (Figure S3B), an observation validated through qPCR on MeDIP-enriched DNA (Figure 3B).

To further characterize DNA demethylation at the *Cyp2b10* TSS, genomic DNA from control and PB-treated animals was bisulfite converted and the methylation status of individual CpGs analyzed. A region containing 7 CpGs in the first intron of *Cyp2b10* was amplified and cloned. The sequencing of individual clones showed variable levels of DNA methylation at different CpG sites. The overall methylation level of this region was calculated and showed a 15% decrease in DNA methylation (72% and 57% methylated CpGs in control and PB treated samples, respectively) (Figure 3C). Two cytosines in the *Cyp2b10* promoter region (-886 and -916 from *Cyp2b10* transcription start site) were further selected for quantitative pyrosequencing assessment of methylation level in liver and kidney upon PB treatment. This experiment identified a PB-mediated 25% and 9% reduction in DNA methylation of CpG1 (-916) and CpG2 (-886), respectively, specifically in the liver (Figure 3D). These results altogether support tissue-specific, PB-mediated DNA methylation perturbation of the *Cyp2b10* promoter.

### Native Chromatin immunoprecipitation identifies an epigenetic switch at *Cyp2b10* TSS

To assess the extent of global epigenetic/protein remodeling in the liver and kidney upon PB treatment, a reverse protein array approach (RPA) was used. This enabled us to profile the relative levels of 16 histone PTMs and 31 (phospho)-proteins (Figure S4 and Tables S7 and S8). No significant difference in global abundance was observed in livers of 8 control and 8 PB-treated animals for a range of chromatin marks (acetylation and methylation) associated with activation and repression, as well as in a range of proteins involved in different regulatory pathways.

To ask if changes occurred locally without effecting global abundance, we performed native chromatin immunoprecipitation (N-ChIP) on selected liver samples. Nuclei from individual liver samples were prepared, the chromatin was fractionated using micrococcal nuclease [43] and samples were enriched for fractions associated with transcriptional activity (acetylation of lysine 9 of histone H3 (H3K9ac) or dimethylation of lysine 4 of histone H3 (H3K4me2)) and transcriptional repression (trimethylation of lysine 27 of histone H3 (H3K27me3)) using histone-modification specific antibodies. This experiment identified a strong epigenetic switch at the *Cyp2b10* TSS region, from a repressive (H3K27me3 rich) to an active (H3K4me2, H3K9ac rich, H3K27me3 poor) chromatin configuration following 4 weeks of PB treatment (Figures 4A and 4B). Constitutively activated genes (*Gapdh, beta-actin*) and pluripotency associated (repressed) genes (*Hoxa9, Oct4*) showed no chromatin changes in this analysis and served as controls (Figure 4A).

**Figure 4:**
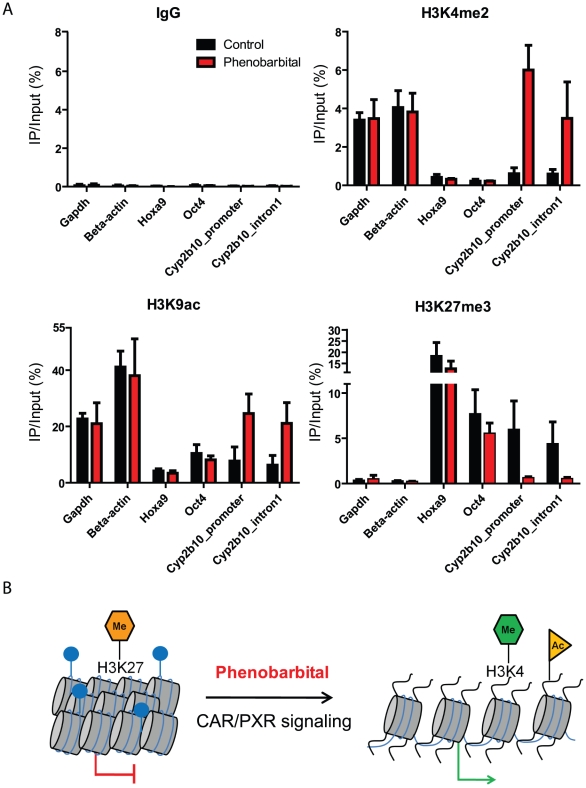
Native chromatin immunoprecipitation identifies a PB-induced epigenetic switch at *Cyp2b10* transcriptional start site (TSS). (**A**) Following nuclei purification and micrococcal nuclease treatment, chromatin was immunoprecipitated with antibodies directed against the active marks H3K4me2 and H3K9ac or the repressive mark H3K27me3. IgG was used as a negative IP control in these experiments. The relative enrichment for different marks was analyzed around *Cyp2b10* TSS. Ubiquitously expressed, active (Gapdh, beta-actin) and pluripotency associated, repressed (Hoxa9, Oct4) genes were used to control the selectivity of antibodies. Standard deviation was calculated from 3 (H3K9ac) and 5 (IgG, H3K4me2 and H3K27me3) biological replicates. (**B**) Model representing the epigenetic switch at the *Cyp2b10* TSS upon 4 weeks of PB treatment. Blue circles represent methylated cytosines.

## Discussion

The working hypothesis for the mechanistic investigation outlined here is that epigenetic modifications, namely DNA methylation, will provide valuable insights into early molecular mechanisms and reveal potential biomarkers of non-genotoxic carcinogenesis (NGC). In this study we evaluate the general utility of genome-wide and locus-specific DNA methylation assays in preclinical animal models with particular emphasis on the identification of early mechanism-based markers of NGC in rodents. This study examines genome-wide tissue-specific gene expression and promoter/CpG island-specific DNA methylation changes upon short term exposure to a well-characterized rodent non-genotoxic hepatocarcinogen. We use a well-characterized *in vivo* 4-week PB-treatment protocol [35] that has been previously used to investigate early epigenetic mechanisms associated with NGC. We have identified liver tissue-specific PB-mediated DNA methylation and transcriptional alterations using MeDIP-coupled microarray profiling of DNA methylation combined with genome-wide mRNA expression profiling. Our manuscript describes several novel aspects of PB-induced molecular responses in the mouse. First, we present an integrated genome-wide view of PB-induced perturbations of mRNA transcription and promoter DNA methylation in which the DNA methylation status of all known mouse promoters and CpG islands can be interrogated in a locus-specific manner. Second, we describe for the first time, robust liver-specific PB-induced DNA methylation changes within the promoter and first intron of *Cyp2b10*. Furthermore, we provide for the first time an integrated view of PB-induced alterations in *Cyp2b10* mRNA transcription, DNA methylation and histone post-translational modifications (both active and silent marks). This integrated molecular profiling approach can in principle be applied to any loci of interest and provides a powerful method for elucidating early mechanisms and pathways underlying non-genotoxic carcinogenesis.

Our genome-wide data show a limited number of significant anti-correlations between transcriptional changes and promoter-based DNA methylation perturbations in both liver and kidney. It is reported that epigenetic perturbations may precede, parallel or follow transcriptional perturbations and can be uncoupled from alterations in transcriptional activity [44]. Such epigenetic changes that are uncoupled in time from transcriptional alterations could be potential biomarkers and contribute to lasting physiological changes that only later manifest in transcriptional changes. In this respect the limited correlation between promoter DNA methylation and transcriptional perturbations observed in this study is an important concept for the identification of early NGC epigenetic biomarkers. PB is a liver (and not a kidney) non-genotoxic carcinogen [26], [45], [46]. Whilst it is somewhat surprising that more significant DNA methylation changes are detected in the kidney than in liver, the lack of overlapping PB-induced changes in DNA methylation changes between liver and kidney tissues is consistent with a previous B6C3F1 mouse PB 4-week study in which the methylation status of GC-rich regions of DNA was assessed via methylation-sensitive restriction digestion, arbitrarily primed polymerase chain reaction, and capillary electrophoretic separation of products [34]. These authors reported that PB-induced alterations in liver DNA methylation were highly dissimilar to those of kidney [34]. Collectively these observations may help better differentiate between early DNA methylation perturbations that may be associated with carcinogenic versus non-carcinogenic molecular pathways.

We found *Cyp2b10*, a known CAR target, to be concomitantly hypomethylated and activated in a tissue-specific manner following PB treatment and revealed a PB-mediated epigenetic switch at the promoter of this gene. Whether the DNA methylation and histone modification changes observed at *Cyp2b10* TSS are a cause or consequence of the transcriptional induction of *Cyp2b10* remains to be determined. Further *in vivo* mechanistic/profiling analyses at very early time points following PB exposure, prior to *Cyp2b10* transcriptional activation will be required to decipher the sequence of events and epigenetic mechanisms associated with *Cyp2b10* activation. Previous studies have shown that 4 hours of PB treatment in mice can trigger *Cyp2b10* upregulation [47], suggesting that a rapid epigenetic switch may take place at this promoter following PB exposure and CAR activation. The specificity of DNA methylation perturbations following PB-treatment could be conferred by the nuclear receptor CAR, which upon PB-induction is recruited to the PBREM element in the *Cyp2b10* promoter [37]. CAR in turn could regulate the exclusion of DNA methyltransferases (DNMTs) and/or recruit DNA demethylases and different histone modifying enzymes to the *Cyp2b10* promoter (for a review on the role of histone modifying enzymes in nuclear receptor mediated gene regulation see Gronemeyer et al. [48]). The extent of chromatin remodeling observed through ChIP analyses points to the recruitment of co-activator complexes (histone acetyl transferase, trithorax-group complexes which mediate H3K4 di/tri-methylation) and exclusion of co-repressor complexes (including the Polycomb Repressive Complexes which mediate H3K27 tri-methylation) [49], [50] associated with *Cyp2b10* activation. Several lines of evidence point to functional antagonism between H3K4 methylation and DNA methylation [51], [52]. This antagonism, through the exclusion of DNMTs could explain *Cyp2b10* promoter DNA demethylation via a passive, DNA-replication dependent dilution of DNA methylation. We cannot exclude however that active promoter DNA demethylation takes place, as recently reported at the P450 gene *CYP27B1* [53].

The extent of observed DNA methylation perturbations at CpG islands in promoters and intergenic regions in this study is consistent with previously reported limited promoter-based DNA methylation remodeling in cancer cells [38]. Most cancer studies have assumed that functionally important DNA methylation will occur in CpG islands of promoters. Recent studies now suggest that proximal promoters may not be the most perturbed regions in cancer [54]. The development of new technologies such as whole-genome and reduced representation bisulfite sequencing further support a major role for non-promoter-based methylation (e.g. enhancer, intragenic) in regulating cell context-specific alternative promoters in gene bodies [55], [56], [57], [58]. Changes in liver DNA methylation have been previously reported following 4 weeks of PB treatment using a methodology based on methylation-sensitive enzyme digestion and arbitrary primed PCR reactions/capillary electrophoresis [34]. This method identified 86 regions of altered methylation (RAMs) upon 4 weeks of PB treatment. Our results now suggest that the majority of those DNA methylation perturbations take place outside of proximal promoter regions.

The profiling we report here allows for investigation of the epigenetic status of single genes and pathways that may be perturbed at different stages of xenobiotic exposure. This study contributes to understanding the scale and nature of drug-induced epigenetic changes in an *in vivo* setup relevant for drug safety assessment. Before epigenetic profiling can be included as an integral part of safety evaluation several practical and pragmatic issues need to be addressed [21], [25], [59]. Alternative DNA methylation profiling technologies (MeDIP-seq, whole genome bisulfite sequencing), further profiling of different chromatin marks and increased throughput through deep sequencing and high-density arrays as well as the analysis of a larger panel of (non)genotoxic carcinogens and non-carcinogen xenobiotics (http://www.imi-marcar.eu/) will provide deeper understanding of carcinogenic mechanisms and may lead to the identification of powerful predictive biomarkers.

## Materials and Methods

### Ethics Statement

This study was performed in conformity with the Swiss Animal Welfare Law and specifically under the Animal License No. 5041 by ‘Kantonales Veterinäramt Baselland’ (Cantonal Veterinary Office, Basel Land).

### Animal treatment and sample preparation

29–32 days old male B6C3F1/Crl (C57BL/6 ♂ x C3H/He ♀) mice were obtained from Charles River Laboratories (Germany). Animals were allowed to acclimatise for 5 days prior to being randomly divided into two treatment groups (n = 10) and phenobarbital (Sigma 04710, 0.05% (w/v) in drinking water) was administered to one group through *ad libitum* access to drinking water for 28 days. Mice were checked daily for activity and behavior and sacrificed on the last day of dosing (day 28). Blood was withdrawn for PK analysis and target (liver) and non-target (kidney) tissues removed, split into several sections, frozen in liquid nitrogen and stored at −80°C for subsequent analyses.

### RNA isolation

Frozen liver and kidney samples were homogenized in TRIzol reagent (Invitrogen) and subsequently purified on a silica-gel-based-membrane (RNeasy, Qiagen) according to the manufacturer's instructions. RNA quality was assessed by measuring the RIN (RNA Integrity Number) using an Agilent 2100 Bioanalyzer. RNA was stored at −80°C until GeneChip® experiment analysis.

### Affymetrix labeling and GeneChip processing

Processing of GeneChip® experiments was conducted as recommended by the manufacturer of the GeneChip® system (Affymetrix). For tissue samples, double stranded cDNA was synthesized with a starting amount of 0.1 µg total RNA. For RNA reverse transcription, the GeneChip® 3′ IVT Express Labelling Assay (lot ID 0904012, Affymetrix) was used in the presence of a T7-(dT)_24_ DNA oligonucleotide primer (Affymetrix). The cDNA was then transcribed *in vitro* in the presence of biotinylated ribonucleotides to form biotin-labelled amplified RNA (aRNA). The labelled aRNA was then purified and quantified by UV spectrophotometry at 260 nm and fragmented. 10 µg of fragmented, biotinylated aRNA were hybridized for approximately 16 hrs at 45°C to the GeneChip® Mouse430_2 arrays. The arrays were then washed and stained with the GeneChip® Hybridization Wash and Stain kit (Affymetrix). The washing and staining steps were performed with GeneChip® Fluidics Workstation 450 (Affymetrix). Arrays were then scanned using a solid-state laser scanner (GeneArray® Scanner 3000 combined with the GeneChip® autoloader, Affymetrix). The Affymetrix GeneChip® Operating Software (GCOS) was used to generate the primary and secondary raw data files.

### Processing of Affymetrix chips

Affymetrix chips were normalized with the MAS5 method (scaled to a trimmed mean of 150 per chip, Affymetrix, I. (2002) Statistical Algorithms Description Document http://www.affymetrix.com/support/technical/whitepapers.affx). For gene expression analysis, we excluded all probe sets with an average MAS5 signal of less than 50 in both groups (liver control and treated) to avoid large fold changes in genes that are not expressed under both of the experimental conditions. The cut-off of 50 is empirical, and we found that it performs better than the suggested present/absent calls of MAS5. This reduces the number of probe sets from 45,037 to 18,981 probes. We further excluded all probes with a small fold change (less extreme than +/− 1.5 fold) which results in 750 probe sets. We then filtered out probe sets with a p-value for the fold change (t-test) larger than 0.001 (expecting less than one false positive in 750 tests), resulting in 349 probes sets. This filtered list of probe set was used as input for ingenuity pathway analysis (Ingenuity Pathway Analysis, http://www.ingenuity.com/), and summarizes the 349 probe sets into 231 known genes.

### MeDIP assay

Genomic DNA from liver and kidney tissue samples was prepared by overnight Proteinase K (pK) treatment in lysis buffer (10 mM Tris-HCl pH 8.0, 50 mM EDTA pH 8.0, 100 mM NaCl, 0.5% SDS), phenol-chloroform extraction, ethanol precipitation and RNaseA digestion. Genomic DNA was sonicated (Bioruptor, Diagenode) to produce random fragments ranging in size from 300 to 1,000 bp and 6 µg of fragmented DNA was used for a standard MeDIP assay [38], [60]. DNA was denatured for 10 min at 95°C and immunoprecipitated for 2 hrs at 4°C with 10 µl of monoclonal antibody against 5-methylcytidine (Eurogentec) in a final volume of 500 µl IP buffer (10 mM sodium phosphate (pH 7.0), 140 mM NaCl, 0.05% Triton X-100). The mixture was incubated with 60 µl magnetic beads (Dynabeads M-280 Sheep anti-mouse IgG (Invitrogen) for 2 hrs at 4°C and washed three times with 700 µl of IP buffer. Beads were subsequently treated with pK for 3 hrs at 50°C and the methylated DNA recovered by phenol-chloroform extraction followed by ethanol precipitation. For qPCR, 12 ng sonicated genomic input DNA and 1/40 of a MeDIP reaction was used. For microarray analysis the genomic input DNA and MeDIP enriched DNA was amplified using WGA2: GenomePlex Complete Whole Genome kit (Sigma) and 3 µg of DNA was sent to Roche Nimblegen (Madison, USA) for Cy3 and Cy5 labeling and hybridization on mouse promoter tiling arrays.

### Processing of Nimblegen chips

The Nimblegen chips (385K CpG Island Plus Promoter Arrays) contain 373,683 probes of about 50 nucleotides length distributed over promoter regions of known genes, some intragenic regions and non-gene/non-promoter CpG islands. On average there are 16 probes tiled with a spacing of 100 nucleotides per regions, and we refer to these regions as probe sets. Chips were processed as described in Mohn et al. [3]. Briefly, after graphical QC, fold changes per chip and probe of IP DNA (enriched) over input DNA were calculated from the red (Cy5) and green (Cy3) channels as log_2_(IP/total), this is also known as an M-value. The raw M-values were then normalized to correct for saturation effects and dye bias using per array Loess normalization from the BioConductor package Limma [61]. Probes with a raw input signal (Cy3) of more than 15,000 are considered completely saturated and were excluded from further analysis. Per promoter the average signal was calculated within a window of −800 to +100 nucleotides of the transcription start (for alternative transcription starts the median was taken). The median M-value per chip was subtracted from each M-value, and all chips brought to the same scale (using BioConductor Limma normalizeBetweenArrays and scaling). These normalized average relative enrichments per promoter are the basis for all downstream analyses. For further analysis probe sets were filtered by a p-value (t-test) of ≤0.01 and a minimum absolute log_2_ fold change of 0.2.

Analysis of variance (ANOVA) was performed on a multi-variate model to evaluate the methylation perturbation by the different experimental factors and to evaluate the technical error introduced by the array platform. We did not include any signal fold change filtering as we did above. Our model includes organ and treatment (main effects), organ and treatment interaction and donor as random effect for each of the 23,428 probe sets. From each donor two samples were processed, one for liver and one for kidney and each of these samples hybridized on two arrays (technical replicates). The standard error between donors of the same group is on average twice as high as within donors. Since the technical variation (within donor) is low compared to the biological variation we took the mean per donor within each group (organ and treatment) for further fold change analyses (this reduces the degrees of freedom per group from 20 to 10 but observations are independent).

### Annotation of Nimblegen probes

Nimblegen probes and transcripts from ENSEMBL (version 46) and RefSeq (UCSC MM8) were mapped based on coordinates of the mouse genome assembly MM8. Of the 23,428 Nimblegen probe sets 17,967 are in the promoter regions of known genes (2,240 from RefSeq only, 1,610 from Ensembl only and 14,117 from both RefSeq and Ensembl). Affymetrix and Nimblegen probes were mapped by the gene symbols from NetAffx (http://www.affymetrix.com/analysis/index.affx) and our Nimblegen annotation database. A gene can have several Affymetrix probes. In this case we associate one methylation value with each expression value of the probeset for the mapped gene.

### TaqMan PCR

Total mouse liver/kidney RNA was reverse transcribed to cDNA using the High Capacity cDNA Archive Kit (Applied Biosystems, cat n°4322171) according to the manufacturer instructions. TaqMan based real time PCR method was performed with the TaqMan® Fast Universal PCR Master Mix (Applied Biosystems, cat n°4352042). The PCR cycling conditions wewre as follows: 1 cycle (95°C for 20 sec) and 40 cycles (95°C for 1 sec, 60°C for 20 sec). The following probe/primer sets were commercially purchased from Applied Biosystems: Mm01972453_s1, NM_009999.3 and 18S, Hs99999901_m1. The relative quantification of gene expression changes were performed using the comparative threshold (CT) method (ΔΔCT).

### Pyrosequencing

Genomic DNA was bisulfite treated using the EZ DNA Methylation™ Kit (ZYMO Research). 228 bp region around -900 bp at promoter containing 2 CpGs was amplified by PCR using biotinylated reverse primer. Biotinylated PCR products were purified and immobilized onto streptavidin-coated Sepharose beads (GE Healthcare). The pyrosequencing was done with Pyromark HD (Biotage) system according to manufacturer's instructions. Primers for PCR amplification and sequencing are listed in Table S9.

### Bisulfite DNA sequencing analysis

Genomic DNA (500 ng per column) was bisulfite treated using the EZ DNA Methylation™ Kit (ZYMO Research). Regions of interests were amplified by PCR and amplicons purified using the GenElute PCR Clean-Up Kit (Sigma). PCR amplicons were sub-cloned using the pGEM-T Vector System (Promega) and plasmids forming individual clones were amplified using the QIAprep Spin Miniprep Kit (QIAGEN) and examined by DNA sequencing (ABI). Sequences extracted from individual clones were then analyzed in BiQ Analyzer (http://biq-analyzer.bioinf.mpi-inf.mpg.de/) to reveal the status of CpG methylation. All steps were performed according to manufacturers's instructions. Primers for PCR amplification are listed in Table S9.

### Reverse Protein Array (RPA)

Liver and kidney samples for RPA analysis were prepared according to Zeptosens proprietary protocols. RPA analysis and data analysis of randomized samples was performed by Zeptosens (Zeptosens, Witterswil, CH).

### Native Chromatin Immunoprecipitation

N-ChIP protocol was based on a published protocol [43] with some modifications. ∼200 mg of frozen mouse liver was pulverized with Covaris Cryoprep (Covaris Inc, USA). Tissue was moved to Covaris TC16 tubes and 5 ml of ice cold Buffer I was added. Tissue was homogenized using Covaris E210 sonicator. Cell suspension was transferred to a 14 ml polypropylene tube and cells were spun down at 6000 g for 10 min, at 4°C. The pellet was re-suspended in 2 ml of ice-cold Buffer I. 2 ml of ice-cold Buffer II was added, mixed gently, and placed on ice for 10 min. 14 ml polypropylene tubes containing each 8 ml of ice-cold Buffer III were prepared. 2 ml of each cell suspension was laid on top of 8 ml sucrose cushion. Tubes were covered with a piece of Parafilm and centrifuged at 10,000 g, for 20 min at 4°C. Nuclei pellet was resuspended in 500 µl of digestion buffer. 0.125 U of MNase enzyme (#N3755, Sigma) was added to each tube and mixed gently. Digestion mixes were incubated at 28°C heatblock for 6 min shaking at 800 rpm. Digestion was stopped by adding EDTA to final concentration of 10 µM and tubes were left on ice for at least 5 min. Non-soluble fractions were removed by centrifuging at 10,000 rpm (+4°C) for 10 min and collecting the supernatant. The pellet was discarded. 10 µg of chromatin was used for each antibody for the immunoprecipitation. Antibodies used were IgG (Santa Cruz #sc-2027), H3K4me2 (Millipore #07-030), H3K27me3 (Millipore, #07-449) and H3K9ac (Millipore #07-352). The immunoprecipitation, washes and DNA purification was done with Magna ChIP™ A Chromatin Immunoprecipitation Kit (Millipore #17-610) following manufacturer's protocol. Quantification of input and immunoprecipitated DNA was obtained by qPCR by using SYBR Green detection on an ABI PRISM SDS 7900 HT machine (Applied Biosystems). Primers and conditions used are listed in Table S9.

### End Note

The complete data set is available from data files. These include data files for average liver and kidney treated and control methylation M-values (enrichment) in promoters including p-values and group differences as well as correlation of promoter methylation and gene expression. Also, the normalized and averaged per-promoter methylation signals are available per sample in addition to the raw files from Nimblegen chips. Affymetrix data will be submitted to GEO.

## Supporting Information

Figure S1 (**A**) Hierarchical clustering for the 349 Affymetrix probe sets that show differential expression upon PB treatment in the liver (used for the Ingenuity pathway analysis in Figure S1B). The color code indicates down-regulation (green), up-regulation (red) or no change (grey). (**B**) Ingenuity Pathway Analysis (www.ingenuity.com) of genes with differential expression upon 4-week PB-treatment. The table shows selected over-represented functional IPA categories. The full list of filtered differentially expressed genes is provided in Table S2 and the genes belonging to the different IPA categories are indicated in Table S3.
(EPS) Click here for additional data file.

Figure S2 (**A**) Volcano plot analysis illustrating the extent of DNA methylation perturbation in liver and kidney. We used this plot to choose our empirical differential methylation and significance cut-off as described in materials and methods (Processing of Nimblegen chips). Only probe sets indicated in red (in the upper left and right rectangles of the plot) are considered differentially methylated (28 in liver and 286 in kidney) (**B**) Methylation comparison between kidneys of control and PB-treated mice (average log_2_ (IP/total) for replicates). The colors indicate the CpG class for those probe sets for which the log_2_ ratio of PB-treated vs. Control methylation signal (difference in M-value) is significant (p≤0.01 and absolute log_2_ fold change of ≥0.2, 286 probe sets), and non-differentially methylated regions are indicated in grey. The black dot highlights *Cyp2b10* (not part of the 286 differentially methylated probe sets). (**C**) Methylation comparison between kidney control and liver control mice (average log_2_ (IP/total) for replicates). The colors indicate the CpG class for those probe sets with p≤0.01 and absolute log_2_ fold change of ≥0.2 (2,811 probe sets), and non-differentially methylated regions are indicated in grey. The black and orange dot highlights *Cyp2b10* (not part of the 2,811) and Cyp2c44 (part of the 2,811) respectively.
(EPS) Click here for additional data file.

Figure S3 Promoter *Cyp2b10* demethylation is associated with transcriptional activation. (**A**) For the three Affymetrix probe sets of the *Cyp2b10* gene, the MAS5 expression signals are plotted against the M-values (log_2_ (IP/total)) for methylation. Only one methylation signal (the average over the *Cyp2b10* promoter) is used for all three expression measurements. (**B**) Per probe methylation M-value distribution (normalized) for liver and kidney, treated and control at their genomic locations in proximity of *Cyp2b10*. Each box represents the log_2_(IP/total) methylation signal distribution of a single probe for replicate chips, the median splits the box in half, dotted lines indicate the upper and lower quartiles respectively, outliers are not shown. The start of *Cyp2b10* (blue) as well as the region in which probes are averaged for the calculation of the promoter signal (yellow, see Processing of Nimblegen chips in the methods section) is indicated.
(EPS) Click here for additional data file.

Figure S4 Relative average levels of 16 post-translational histone modifications in control and phenobarbital-treated B6C3F1 mice liver samples using reverse protein array. Average levels of 8 treated and 8 control animals are shown. An asterisk indicates low levels of the mark (<0.05 AU). Raw data are available in Table S7.
(EPS) Click here for additional data file.

Table S1 Unfiltered liver Affymetrix data. The Mouse430_2 chip contains 45,037 probes. Only the probe sets with a minimum average MAS5 signal of 50 in either control or treated were included (18981 probe sets remaining).
(XLSX) Click here for additional data file.

Table S2 Filtered liver Affymetrix data. The Mouse430_2 chip contains 45,037 probes. Only the probe sets with a minimum average MAS5 signal of 50 in either control or treated were included (18,981 probe sets remaining). The probe sets were further filtered to select regions with a 1.5 fold change (750 probe sets remaining) and a p-value≤0.001 (349 probe sets remaining). 

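Table S2 filters on the ratio of the arithmetic mean MAS5 signals of the groups, which weights animals with a high signal more than the log2 fold change does. Of the 18981 liver probe sets that reached a mean of 50, 741 had a ratio of at least 1.5 in either direction. The paper gives 750, and the cause of this difference was not tested. Of the 741, 582 were also called at an adjusted p under 0.05 from limma. For Igfbp1, which varied between control livers, the ratio was 0.211 and the log2 fold change -2.47, and for Cyp2c55 the ratio was 32.4.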

IPA identified 231 individual genes.
(XLSX) Click here for additional data file.

Table S3 Ingenuity pathway analyses, listing the genes included in individual functional IPA categories (Figure S1B).
(XLSX) Click here for additional data file.

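In kidney, 184 of 19229 probe sets had a ratio of arithmetic means of at least 1.5 in either direction, and 107 of these were called at an adjusted p under 0.05 from limma. The 97 that also had a limma p of at most 0.001 were 51 higher and 46 lower.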

Table S4 Filtered kidney Affymetrix data, as in Table S2.
(XLSX) Click here for additional data file.

Table S5 Genomic coordinates of each of the 23,428 probe sets in the mouse MM8 genome, mean signal (log_2_(IP/total) over replicates, fold change between control and treated means and the p-value for the fold change (t-test) for liver and kidney respectively, also given is the gene symbol or Ensembl gene Id (for those entries without an EntrezGene entry) and the CpG class The table can be filtered by p-value (≤0.01) and fold change (≥0.2 or ≤−0.2) to extract our 28 probe sets for liver.
(XLSX) Click here for additional data file.

Table S6 Bioinformatics integration of all Affymetrix and MeDIP-array data.This tables lists all genes that are annotated with at least one Affymetrix probe set and one Nimblegen probe set and includes the mean MAS5 expression signal and methylation signals over replicates in each group, the fold change and p-value.
(XLS) Click here for additional data file.

Table S7 Reverse protein array results measuring relative levels of 16 post-translational histone modifications in the liver and kidney from 8 control and 8 Phenobarbital-treated B6C3F1 mice. Average expression levels are represented as arbitrary units (with standard deviation) and can only be compared between organs/treatment, not between different protein endpoints.
(DOCX) Click here for additional data file.

Table S8 Reverse protein array results measuring relative levels of 31 (phospho)-proteins in the liver and kidney from 8 control and 8 Phenobarbital-treated B6C3F1 mice. Average expression levels are represented as arbitrary units (with standard deviation) and can only be compared between organs/treatment, not between different protein endpoints.
(DOCX) Click here for additional data file.

Table S9 List of primers used in the expression and epigenetic assays.
(DOCX) Click here for additional data file.

## References

[1] Bernstein BE, Meissner A, Lander ES (2007). The mammalian epigenome.. Cell.

[2] Reik W (2007). Stability and flexibility of epigenetic gene regulation in mammalian development.. Nature.

[3] Mohn F, Weber M, Rebhan M, Roloff TC, Richter J (2008). Lineage-specific polycomb targets and de novo DNA methylation define restriction and potential of neuronal progenitors.. Mol Cell.

[4] Strahl BD, Allis CD (2000). The language of covalent histone modifications.. Nature.

[5] Jenuwein T, Allis CD (2001). Translating the histone code.. Science.

[6] Cedar H, Bergman Y (2009). Linking DNA methylation and histone modification: patterns and paradigms.. Nat Rev Genet.

[7] Jones PL, Wolffe AP (1999). Relationships between chromatin organization and DNA methylation in determining gene expression.. Semin Cancer Biol.

[8] Khorasanizadeh S (2004). The nucleosome: from genomic organization to genomic regulation.. Cell.

[9] Wolffe AP (1994). Inheritance of chromatin states.. Dev Genet.

[10] Bird A (2007). Perceptions of epigenetics.. Nature.

[11] Handel AE, Ebers GC, Ramagopalan SV (2010). Epigenetics: molecular mechanisms and implications for disease.. Trends Mol Med.

[12] Feinberg AP, Vogelstein B (1983). Hypomethylation distinguishes genes of some human cancers from their normal counterparts.. Nature.

[13] Goelz SE, Vogelstein B, Hamilton SR, Feinberg AP (1985). Hypomethylation of DNA from benign and malignant human colon neoplasms.. Science.

[14] Ehrlich M (2009). DNA hypomethylation in cancer cells.. Epigenomics.

[15] Fraga MF, Ballestar E, Villar-Garea A, Boix-Chornet M, Espada J (2005). Loss of acetylation at Lys16 and trimethylation at Lys20 of histone H4 is a common hallmark of human cancer.. Nat Genet.

[16] Chi P, Allis CD, Wang GG (2010). Covalent histone modifications–miswritten, misinterpreted and mis-erased in human cancers.. Nat Rev Cancer.

[17] Baylin SB, Ohm JE (2006). Epigenetic gene silencing in cancer - a mechanism for early oncogenic pathway addiction?. Nat Rev Cancer.

[18] Feinberg AP, Ohlsson R, Henikoff S (2006). The epigenetic progenitor origin of human cancer.. Nat Rev Genet.

[19] Jones PA, Baylin SB (2007). The epigenomics of cancer.. Cell.

[20] Bombail V, Moggs JG, Orphanides G (2004). Perturbation of epigenetic status by toxicants.. Toxicol Lett.

[21] Lebaron MJ, Rasoulpour RJ, Klapacz J, Ellis-Hutchings RG, Hollnagel HM (2010). Epigenetics and chemical safety assessment.. Mutat Res.

[22] Phillips JM, Yamamoto Y, Negishi M, Maronpot RR, Goodman JI (2007). Orphan nuclear receptor constitutive active/androstane receptor-mediated alterations in DNA methylation during phenobarbital promotion of liver tumorigenesis.. Toxicol Sci.

[23] Watson RE, Goodman JI (2002). Epigenetics and DNA methylation come of age in toxicology.. Toxicol Sci.

[24] Esteller M (2007). Cancer epigenomics: DNA methylomes and histone-modification maps.. Nat Rev Genet.

[25] Csoka AB, Szyf M (2009). Epigenetic side-effects of common pharmaceuticals: a potential new field in medicine and pharmacology.. Med Hypotheses.

[26] Peraino C, Fry RJ, Staffeldt E (1971). Reduction and enhancement by phenobarbital of hepatocarcinogenesis induced in the rat by 2-acetylaminofluorene.. Cancer Res.

[27] Peraino C, Fry RJ, Staffeldt E (1973). Brief communication: Enhancement of spontaneous hepatic tumorigenesis in C3H mice by dietary phenobarbital.. J Natl Cancer Inst.

[28] Lee GH (2000). Paradoxical effects of phenobarbital on mouse hepatocarcinogenesis.. Toxicol Pathol.

[29] Becker FF (1982). Morphological classification of mouse liver tumors based on biological characteristics.. Cancer Res.

[30] Kawamoto T, Sueyoshi T, Zelko I, Moore R, Washburn K (1999). Phenobarbital-responsive nuclear translocation of the receptor CAR in induction of the CYP2B gene.. Mol Cell Biol.

[31] Yamamoto Y, Kawamoto T, Negishi M (2003). The role of the nuclear receptor CAR as a coordinate regulator of hepatic gene expression in defense against chemical toxicity.. Arch Biochem Biophys.

[32] Phillips JM, Burgoon LD, Goodman JI (2009a). The constitutive active/androstane receptor facilitates unique phenobarbital-induced expression changes of genes involved in key pathways in precancerous liver and liver tumors.. Toxicol Sci.

[33] Ross J, Plummer SM, Rode A, Scheer N, Bower CC (2010). Human Constitutive Androstane Receptor (CAR) and Pregnane X Receptor (PXR) Support the Hypertrophic but not the Hyperplastic Response to the Murine Nongenotoxic Hepatocarcinogens Phenobarbital and Chlordane In Vivo.. Toxicol Sci.

[34] Bachman AN, Phillips JM, Goodman JI (2006). Phenobarbital induces progressive patterns of GC-rich and gene-specific altered DNA methylation in the liver of tumor-prone B6C3F1 mice.. Toxicol Sci.

[35] Phillips JM, Burgoon LD, Goodman JI (2009b). Phenobarbital elicits unique, early changes in the expression of hepatic genes that affect critical pathways in tumor-prone B6C3F1 mice.. Toxicol Sci.

[36] Phillips JM, Goodman JI (2009). Multiple genes exhibit phenobarbital-induced constitutive active/androstane receptor-mediated DNA methylation changes during liver tumorigenesis and in liver tumors.. Toxicol Sci.

[37] Honkakoski P, Zelko I, Sueyoshi T, Negishi M (1998). The nuclear orphan receptor CAR-retinoid X receptor heterodimer activates the phenobarbital-responsive enhancer module of the CYP2B gene.. Mol Cell Biol.

[38] Weber M, Davies JJ, Wittig D, Oakeley EJ, Haase M (2005). Chromosome-wide and promoter-specific analyses identify sites of differential DNA methylation in normal and transformed human cells.. Nat Genet.

[39] Honkakoski P, Kojo A, Lang MA (1992). Regulation of the mouse liver cytochrome P450 2B subfamily by sex hormones and phenobarbital.. Biochem J.

[40] Honkakoski P, Negishi M (1997). Characterization of a phenobarbital-responsive enhancer module in mouse P450 Cyp2b10 gene.. J Biol Chem.

[41] Moncman CL, Wang K (1995). Nebulette: a 107 kD nebulin-like protein in cardiac muscle.. Cell Motil Cytoskeleton.

[42] Leek JT, Scharpf RB, Bravo HC, Simcha D, Langmead B (2010). Tackling the widespread and critical impact of batch effects in high-throughput data.. Nat Rev Genet.

[43] Umlauf D, Goto Y, Feil R (2004). Site-specific analysis of histone methylation and acetylation.. Methods Mol Biol.

[44] Klug M, Heinz S, Gebhard C, Schwarzfischer L, Krause SW (2010). Active DNA demethylation in human postmitotic cells correlates with activating histone modifications, but not transcription levels.. Genome Biol.

[45] Uchida E, Hirono I (1981). Effect of phenobarbital on the development of neoplastic lesions in the liver of cycasin-treated rats.. J Cancer Res Clin Oncol.

[46] Hirose M, Shirai T, Tsuda H, Fukushima S, Ogiso T (1981). Effect of phenobarbital, polychlorinated biphenyl and sodium saccharin on hepatic and renal carcinogenesis in unilaterally nephrectomized rats given N-ethyl-N-hydroxyethylnitrosamine orally.. Carcinogenesis.

[47] Gachon F, Olela FF, Schaad O, Descombes P, Schibler U (2006). The circadian PAR-domain basic leucine zipper transcription factors DBP, TEF, and HLF modulate basal and inducible xenobiotic detoxification.. Cell Metab.

[48] Gronemeyer H, Gustafsson JA, Laudet V (2004). Principles for modulation of the nuclear receptor superfamily.. Nat Rev Drug Discov.

[49] Schuettengruber B, Chourrout D, Vervoort M, Leblanc B, Cavalli G (2007). Genome regulation by polycomb and trithorax proteins.. Cell.

[50] Schwartz YB, Pirrotta V (2007). Polycomb silencing mechanisms and the management of genomic programmes.. Nat Rev Genet.

[51] Weber M, Hellmann I, Stadler MB, Ramos L, Paabo S (2007). Distribution, silencing potential and evolutionary impact of promoter DNA methylation in the human genome.. Nat Genet.

[52] Ooi SK, Qiu C, Bernstein E, Li K, Jia D (2007). DNMT3L connects unmethylated lysine 4 of histone H3 to de novo methylation of DNA.. Nature.

[53] Kim MS, Kondo T, Takada I, Youn MY, Yamamoto Y (2009). DNA demethylation in hormone-induced transcriptional derepression.. Nature.

[54] Irizarry RA, Ladd-Acosta C, Wen B, Wu Z, Montano C (2009). The human colon cancer methylome shows similar hypo- and hypermethylation at conserved tissue-specific CpG island shores.. Nat Genet.

[55] Schmidl C, Klug M, Boeld TJ, Andreesen R, Hoffmann P (2009). Lineage-specific DNA methylation in T cells correlates with histone methylation and enhancer activity.. Genome Res.

[56] Lister R, Pelizzola M, Dowen RH, Hawkins RD, Hon G (2009). Human DNA methylomes at base resolution show widespread epigenomic differences.. Nature.

[57] Maunakea AK, Nagarajan RP, Bilenky M, Ballinger TJ, D'Souza C (2010). Conserved role of intragenic DNA methylation in regulating alternative promoters.. Nature.

[58] Wu H, Coskun V, Tao J, Xie W, Ge W (2010). Dnmt3a-dependent nonpromoter DNA methylation facilitates transcription of neurogenic genes.. Science.

[59] Goodman JI, Augustine KA, Cunnningham ML, Dixon D, Dragan YP (2010). What do we need to know prior to thinking about incorporating an epigenetic evaluation into safety assessments?. Toxicol Sci.

[60] Mohn F, Weber M, Schubeler D, Roloff TC (2009). Methylated DNA immunoprecipitation (MeDIP).. Methods Mol Biol.

[61] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments.. Stat Appl Genet Mol Biol.

# Supplementary material for: Phenobarbital Mediates an Epigenetic Switch at the Constitutive Androstane Receptor (CAR) Target Gene Cyp2b10 in the Liver of B6C3F1 Mice
**Source:** PLoS One. 2011 Mar 24;6(3):e18216. doi: 10.1371/journal.pone.0018216
**Supplement:** Table S7 — Reverse protein array results measuring relative levels of 16 post-translational histone modifications in the liver and kidney from 8 control and 8 Phenobarbital-treated B6C3F1 mice. Average expression levels are represented as arbitrary units (with standard deviation) and can only be compared between organs/treatment, not between different protein endpoints.

Table S7: Relative level of 16 histone modifications in the liver and kidney from 8 control and 8 Phenobarbital-treated B6C3F1 mice. Average expression levels are given as arbitrary units (with standard deviation) that can only be compared between organs/treatment, not between different protein endpoints.

| endpoint | Liver | | Kidney | |
| --- | --- | --- | --- | --- |
|  | control | Phenobarbital | control | Phenobarbital |
| H2AK9ac | 0.56 (0.10) | 0.53 (0.08) | 0.60 (0.07) | 0.67 (0.08) |
| H2BK15ac | 0.17 (0.03) | 0.19 (0.04) | 0.31 (0.05) | 0.33 (0.03) |
| H2BK20ac | 0.86 (0.12) | 0.72 (0.10) | 1.04 (0.13) | 1.06 (0.09) |
| H3K9ac | 0.04 (0.01) | 0.02 (0.01) | 0.03 (0.01) | 0.04 (0.01) |
| H3K23ac | 0.06 (0.01) | 0.05 (0.01) | 0.13 (0.03) | 0.12 (0.03) |
| H3K27ac | 0.02 (0.00) | 0.02 (0.00) | 0.03 (0.00) | 0.03 (0.00) |
| H3K9ac,K14ac | 1.09 (0.15) | 1.00 (0.24) | 1.99 (0.38) | 1.96 (0.34) |
| H3K4me | 0.30 (0.07) | 0.25 (0.05) | 0.47 (0.09) | 0.53 (0.06) |
| H3R17me2 | 0.21 (0.03) | 0.17 (0.02) | 0.12 (0.03) | 0.13 (0.03) |
| H3K36me2 | 0.17 (0.09) | 0.14 (0.10) | 0.18 (0.08) | 0.36 (0.11) |
| H3K79me2 | 0.52 (0.15) | 0.49 (0.15) | 0.78 (0.19) | 0.79 (0.12) |
| H3K4me3 | 0.04 (0.01) | 0.03 (0.01) | 0.06 (0.02) | 0.06 (0.01) |
| H3K9me3 | 0.19 (0.01) | 0.19 (0.01) | 0.22 (0.03) | 0.23 (0.03) |
| H4K12ac | 0.04 (0.01) | 0.03 (0.01) | 0.06 (0.01) | 0.07 (0.01) |
| H4K20me2 | 0.02 (0.00) | 0.02 (0.00) | 0.03 (0.01) | 0.03 (0.00) |
| H4K20me3 | 3.24 (0.37) | 2.86 (0.27) | 3.33 (0.29) | 3.46 (0.36) |

# Supplementary material for: Phenobarbital Mediates an Epigenetic Switch at the Constitutive Androstane Receptor (CAR) Target Gene Cyp2b10 in the Liver of B6C3F1 Mice
**Source:** PLoS One. 2011 Mar 24;6(3):e18216. doi: 10.1371/journal.pone.0018216
**Supplement:** Table S8 — Reverse protein array results measuring relative levels of 31 (phospho)-proteins in the liver and kidney from 8 control and 8 Phenobarbital-treated B6C3F1 mice. Average expression levels are represented as arbitrary units (with standard deviation) and can only be compared between organs/treatment, not between different protein endpoints.

Table S8: Relative level of 31 (phospho)-proteins in the liver and kidney from 8 control and 8 Phenobarbital-treated B6C3F1 mice. Average expression levels are given as arbitrary units (with standard deviation) that can only be compared between organs/treatment, not between different protein endpoints.

| endpoint | Liver | | Kidney | |
| --- | --- | --- | --- | --- |
|  | control | Phenobarbital | control | Phenobarbital |
| AMPKα | 1.19 (0.17) | 1.29 (0.17) | 0.64 (0.06) | 0.65 (0.06) |
| AMPKα(p-Thr172) | 0.15 (0.02) | 0.15 (0.03) | 0.16 (0.01) | 0.18 (0.01) |
| AKT | 0.27 (0.04) | 0.25 (0.03) | 0.43 (0.07) | 0.42 (0.07) |
| AKT(p-Ser473) | 0.09 (0.02) | 0.08 (0.01) | 0.09 (0.01) | 0.09 (0.01) |
| AKT(p-Thr308) | 1.25 (0.20) | 1.17 (0.16) | 1.13 (0.08) | 1.12 (0.15) |
| ATM/ATR substrate (p-Ser/Thr) | 0.15 (0.03) | 0.14 (0.02) | 0.17 (0.03) | 0.20 (0.03) |
| BAD(p-Ser136) | 0.05 (0.01) | 0.06 (0.01) | 0.04 (0.01) | 0.04 (0.01) |
| c-JUN(p-Ser74) | 0.04 (0.01) | 0.03 (0.01) | 0.06 (0.01) | 0.05 (0.01) |
| ChK2(p-Thr68) | 0.02 (0.00) | 0.02 (0.01) | 0.01 (0.01) | 0.01 (0.01) |
| 4E-BP1(p-Ser65) | 0.06 (0.01) | 0.07 (0.01) | 0.04 (0.01) | 0.04 (0.01) |
| CREB | 0.19 (0.03) | 0.18 (0.02) | 0.19 (0.01) | 0.19 (0.02) |
| CREB(p-Ser133) | 0.05 (0.01) | 0.04 (0.01) | 0.07 (0.01) | 0.07 (0.01) |
| FKHR(p-Ser256) | 1.52 (0.11) | 1.32 (0.07) | 0.48 (0.04) | 0.44 (0.03) |
| GSK3β(p-Ser9) | 0.07 (0.01) | 0.06 (0.01) | 0.04 (0.01) | 0.05 (0.01) |
| mTOR | 0.54 (0.03) | 0.60 (0.07) | 0.46 (0.05) | 0.44 (0.03) |
| mTOR(p-Ser2448) | 0.02 (0.00) | 0.01 (0.01) | 0.01 (0.01) | 0.01 (0.01) |
| p53 | 0.12 (0.01) | 0.12 (0.01) | 0.15 (0.01) | 0.15 (0.02) |
| p53(p-Ser15) | 0.10 (0.01) | 0.11 (0.01) | 0.13 (0.01) | 0.13 (0.01) |
| STAT1 | 0.86 (0.08) | 0.75 (0.09) | 0.44 (0.06) | 0.43 (0.03) |
| STAT1(p-Ser73) | 0.79 (0.11) | 0.63 (0.11) | 0.80 (0.09) | 0.81 (0.10) |
| STAT3 | 1.93 (0.28) | 1.65 (0.25) | 0.05 (0.01) | 0.05 (0.00) |
| STAT3(p-Tyr75) | 0.15 (0.03) | 0.11 (0.02) | 0.09 (0.01) | 0.09 (0.01) |
| SAPK/JNK(p-Thr183,Tyr185) | 0.75 (0.12) | 0.66 (0.14) | 0.76 (0.16) | 0.77 (0.11) |
| MEK(p-Ser217, 221) | 1.28 (0.30) | 1.10 (0.23) | 0.88 (0.08) | 0.93 (0.13) |
| IRS1 | 0.18 (0.02) | 0.18 (0.02) | 0.20 (0.02) | 0.21 (0.03) |
| Tyk2 | 0.28 (0.02) | 0.30 (0.04) | 0.28 (0.03) | 0.28 (0.02) |
| Tyk2(p-Tyr1054,1055) | 0.15 (0.01) | 0.15 (0.01) | 0.18 (0.02) | 0.19 (0.02) |
| p38 MAPK(p-Thr180,Tyr182) | 0.13 (0.04) | 0.17 (0.07) | 0.16 (0.01) | 0.14 (0.01) |
| P44/42 MAPK (p-Thr202,Tyr204) | 0.05 (0.03) | 0.03 (0.02) | 0.03 (0.01) | 0.04 (0.01) |
| p70 S6 kinase(p-Thr389) | 0.26 (0.03) | 0.26 (0.05) | 0.12 (0.02) | 0.13 (0.02) |
| p70 S6 kinase(p-Thr421,Ser424) | 0.28 (0.05) | 0.21 (0.07) | 0.12 (0.01) | 0.12 (0.02) |

# Supplementary material for: Phenobarbital Mediates an Epigenetic Switch at the Constitutive Androstane Receptor (CAR) Target Gene Cyp2b10 in the Liver of B6C3F1 Mice
**Source:** PLoS One. 2011 Mar 24;6(3):e18216. doi: 10.1371/journal.pone.0018216
**Supplement:** Table S9 — List of primers used in the expression and epigenetic assays.

**Table S9.** List of primers used in the expression and epigenetic assays different assays

| **Application** | **Gene** | **Sequence 5’-3’** | **Tm (°C)** | **Position** |
| --- | --- | --- | --- | --- |
| **MeDIP, ChIP** | **Gapdh** | TCCCTAGACCCGTACAGTGC | 60 | Promoter |
|  |  | CTCTGCTCCTCCCTGTTCC |  |  |
|  | **Beta-actin** | AGCCAACTTTACGCCTAGCGT | 60 | Promoter |
|  |  | TCTCAAGATGGACCTAATACGGC |  |  |
|  | **Hoxa9** | GGAGGGAGGGGAGTAACAAA | 60 | Promoter |
|  |  | TCACCTCGCCTAGTTTCTGG |  |  |
|  | **Oct4** | TGGGCTGAAATACTGGGTTC | 60 | Promoter |
|  |  | GTCCTTACAGCCCACTCAG |  |  |
|  | **Cyp2b10_promoter_5’** | CATGGAGGGATGCTGCTTAC | 60 | Promoter |
|  |  | TGTTGGAGGGCCTAAGTCAC |  |  |
|  | **Cyp2b10_promoter_3’** | GGCCAGCATAAAAGATCCTG | 60 | Promoter |
|  |  | CAAGAAGCCCACAAGGAGAG |  |  |
|  | **Cyp2b10_Intron1_5’** | GGAACCTCTTGCAGATGGAC | 60 | Exon-Intron1 |
|  |  | AGGGGGAAACCCACACTAAG |  |  |
|  | **Cyp2b10_Intron1_3’** | TCCTTCCACGGTGTAGGTTC | 60 | Intron1 |
|  |  | CCACACAACTCCAACGTAGC |  |  |
|  | **H19 ICR** | GCATGGTCCTCAAATTCTGCA | 60 |  |
|  |  | GCATCTGAACGCCCCAATTA |  |  |
|  | **IAP** | CTCCATGTGCTCTGCCTTCC | 60 |  |
|  |  | CCCCGTCCCTTTTTTAGGAGA |  |  |
|  | **Intergenic3** | ATGCCCCTCAGCTATCACAC | 60 |  |
|  |  | GGACAGACATCTGCCAAGGT |  |  |
|  | **CSa** | TGGTTGGCATTTTATCCCTAGAAC | 60 |  |
|  |  | GCAACATGGCAACTGGAAACA |  |  |
|  | **HPRT** | CCAAGACGACCGCATGAGAG | 60 | Promoter |
|  |  | CAACGGAGTGATTGCGCATT |  |  |
|  | **Scarb1** | TTGCACACCCTTCGTACAG | 60 | Promoter |
|  |  | TAAGCCCCTCGAACACATTC |  |  |
|  | **Klotho-beta** | TGTAACCCCAGGCTGACTTC | 60 | Promoter |
|  |  | ATTTCCAAGACCCCCAAATC |  |  |
|  | **Sfi1** | TTCCATGGTACAAACGCAAC | 60 | Promoter |
|  |  | AGATCCACGTTCGATTCAGG |  |  |
| **Bisulfite sequencing** | **Cyp2b10** | GTAGATGGATAGAGGAGGTTTTTTTAAG | 68.7 | Promoter |
|  |  | ACAAACTCCAAAAAATAAAATTCTACAC |  |  |
|  | **H19 ICR** | GTTGTGTAGATTTGGTTATAGTTA | 53 |  |
|  |  | TTCTCCTAATCTCTAATCTCAA |  |  |
|  | **Klotho β** | GGAATGAATGGATTTTTTTTAGTTTT | 68 | Promoter |
|  |  | AAATCCTCTTCCATCTATCTTCCA |  |  |
| **Pyro-sequencing** | **Cyp2b10** | **PCR_fw:** TTGTTTATTTATTATGGTTTGTTT AGTTTGGT  **PCR_rev:** ATGTGTTATGTTGATATAAAAG TTAGTT(biotinylated) | 60 | Promoter |
|  |  | **Seq:** TTAGGATTATTAGTTTAGGGATGAA |  |  |
| **RT-qPCR analysis** | Taqman(R) Gene Expression  Assays : **Cyp2b10** | Assay ID : Mm01972453_s1 |  | NCBI  NM_009999.3,AF128849.1,AF129405.1,BC060973.1,AK028103.1 |
|  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

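Expression was measured in liver and kidney of 20 male B6C3F1 mice, 10 given phenobarbital in the drinking water for 28 days and 10 controls, on 40 Affymetrix Mouse430_2 arrays. The authors made the deposited intensity values: MAS5 signals on a linear scale, scaled by them to a trimmed mean of 150 per array, with no other normalization between arrays named in the methods and no pooling of animals. The submitters' processing notes name GCOS and MAS5, without versions. No detection calls or scanner files were used here, and the promoter methylation and chromatin experiments of the study were not analysed here. The values cover 45037 probe sets, and each array was placed with its tissue, animal and treatment from the sample labels. Animals are the replicates, 10 per group, and their number limits the precision of every value.

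Probe sets were named through the platform annotation given with the data, with symbols updated by Entrez number through a RefSeq gene table of the assembly GRCm38.p6, which was used for names alone. It gives 1 gene symbol for 34945 probe sets, several for 932 and none for 9160, and 34741 matched the gene table. Probe sets with several symbols or none stay unnamed. Some genes that the study or the lists name have no probe set in the annotation used and are not reported here. Probe sets whose identifiers end in _s_at or _x_at can take up related transcripts, so members of a gene family measured by them are less certain, and drug metabolism genes were also counted without them.

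From the deposited values, probe sets with a mean of at least 50 in the control or the PB group of a tissue were kept, the level the methods give. Signals under 1 were set to 1 and taken to log2. PB was compared with control in each tissue with limma (lmFit, and eBayes with a trend), two-sided, and called at a Benjamini-Hochberg adjusted p under 0.05. The study's thresholds were a ratio of arithmetic mean signals of at least 1.5 in either direction and a p of at most 0.001, here the limma p. At gene level the probe set with the highest mean over the 20 arrays of the tissue stood for its gene. The difference of the PB effect between tissues was tested as an interaction over all 40 arrays. In all, 42 gene lists in liver and 27 in kidney were tested with camera and an estimated correlation between genes where at least 2 members were measured (39 and 24 lists), and their members were counted. A ratio to a control mean under 50 is given as at least the PB mean divided by 50. Clustering, Fisher's exact tests and permutation tests were run as described beside their results. R 4.3.3 with limma 3.58.1, and Python 3.11.15 with SciPy 1.17.1, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

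The genes named are those of the study's results text on expression, the 10 largest increases and the 10 largest decreases among the genes called in each tissue, up to 3 members of each gene list with the largest changes among those called (where none was called, the member with the highest signal), and the probe sets past the study's thresholds in both tissues. Tables 1, 2, S2 and S4 of the study had been read when this rule and the lists were written. The group of brown fat genes was chosen after the values had been seen.

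Liver and kidney are paired by the donor number in the labels. Over 15912 probe sets the deviations from the group mean of the 2 tissues of an animal correlated with a median r of 0.0777 (range -0.0661 to 0.198), against -0.0114 for different animals of a group, and 10 of 20 livers correlated best with their own kidney. Since both tissues came from the same animals, the difference between tissues was also fitted with the animal as a block.

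Each comparison was tested on simulated data with known changes of 1.5-fold, 2-fold and 4-fold, in that order below. Of the changed probe sets, 70.1%, 95.5% and 100% were called in liver (19146 tested, 2.21% of calls false) and 89.6%, 94.0% and 100% in kidney (19241 tested, 5.03% false). Of the changed genes, 75%, 93.8% and 100% were called in liver (10037 tested, 1.01% false) and 92.9%, 95.3% and 100% in kidney (10066 tested, 3.17% false). For the difference between tissues, 62.9%, 83.6% and 97.7% were called (22026 tested, 5.29% false), and 57.6%, 82.8% and 97.7% with the animal as block (5.99% false). With the P450 genes of families 1 to 3 raised 2-fold, camera gave this list an adjusted p of 7.16e-16 and called 1 of 39 other lists.

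The alternatives were a filter at 100 and none, floors of 20 and 50 before log2, an offset of 16, quantile normalization and centring on the median. The limma test was replaced by Student's t on log2 or linear signal or by Welch's t on log2 signal. Also run were robust eBayes, the array number as a covariate, all 40 arrays in 1 fit and the fold of geometric means. Each array was left out in turn, and other probe sets for a gene and a fixed and a random block for the animal were used. For the lists, camera with a preset correlation of 0.01 and fry were run, and clustering was run with other distances and linkages. Welch's t on linear signal, log2 Adipoq signal as a covariate in kidney and the study's thresholds for the overlap of the tissues were added after the data had been seen, as was leaving out each array whose list of pancreatic, hepatocyte, adrenal or kidney markers had a median signal at least 2-fold above the median of its tissue's arrays (2 livers and 4 kidneys). Of Tables S1, S5 and S6 of the study only the first part was at hand. That part of Table S1 was used, with Table S2, to match genes of Tables 1 and 2 to probe sets. Tables S5 and S6 were not used for any result here. No coordinates are given, since the deposited values carry none.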

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

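The brown fat genes were grouped, and the tests of a liver response alone and of Adipoq as a covariate were chosen, only after these results had been seen. In 376 groups of 10 animals, each the values of 1 named gene in 1 tissue and treatment, the distance of the highest or the lowest animal to its nearest neighbour was compared with the whole range of the group on the log2 scale (Dixon's ratio, against its critical value for 10 animals). The ratio was above this value in 28 groups, where chance gives it in about 1 of 20. Control 2 was the outlying animal in 8 of the liver groups, kidney PB 14 in 4 kidney groups and liver PB 20 in 4 liver groups.

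In liver, control 2 was low for the xenobiotic enzymes Gsta2 (ratio 0.622), Ces2a (0.610) and Akr1c14 (0.564), for the immediate early gene Egr1 (0.646, a signal of 127 against 824 in the next control liver) and for the elastase gene Cela1 (0.497). The same liver was high for Msmo1 of cholesterol synthesis (ratio 0.487), for Rrm2 of nucleotide synthesis (0.639) and for the stellate cell receptor Pdgfrb (0.645). Among the other control livers, control 8 was low for Cyp2b9 (0.691, a signal of 1.50 against 11) and control 10 for Ndrg1 (0.491). Among PB livers, PB 20 was low for Fos (0.580), Scarb1 (0.531) and the metal transporter Slc30a10 (0.481) and high for Fabp4 (0.593). PB 12 was low for the carboxylesterase Ces1d (0.570) and high for Ugdh, which makes UDP-glucuronic acid (0.548), and PB 15 was low for Msmo1 (0.470) and the noncoding RNA Rian (0.601). In kidney, control 4 was high for Arntl (ratio 0.569) and low for Per3 (0.582), which oscillate in opposite phase. PB 14 was high for the glucuronosyltransferase Ugt2b38 (0.704), the phosphate transporter Slc34a1 (0.598), Fdx1 (0.485) and uromodulin, Umod (0.467). PB 11 was low for the brown fat genes Cidea (0.522, a signal of 2.90 against 41.5) and Ucp1 (0.498), PB 12 for the Fc receptor Fcgr2b (0.600) and PB 17 for S100a8 of neutrophils (0.574).

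The effect of PB differed between liver and kidney in a limma test of the difference itself over all 40 arrays, given here as liver minus kidney on the log2 scale. It was higher in liver for the 3 probe sets of Cyp2b10, by 10.96 (adjusted p = 3.20e-19), 9.51 (adjusted p = 4.37e-20) and 9.38 (adjusted p = 3.75e-31), and for Nebl by 5.29 (adjusted p = 2.70e-11). Differences of the same sign were measured for Meig1, 4.56 (adjusted p = 9.17e-06), Gadd45b, 3.64 (adjusted p = 8.73e-06), Pnliprp1, 3.30 (adjusted p = 0.0134), Orm3, 2.97 (adjusted p = 0.000255), Cyp2b9, 2.94 (adjusted p = 0.000224), and Cnmd, 2.90 (adjusted p = 0.00250). The same sign was found for Gstt3, 2.74 (adjusted p = 1.71e-19), Ndrg1, 2.43 (adjusted p = 0.000150), Ccn4, 2.42 (adjusted p = 2.13e-05), Ackr3, 2.35 (adjusted p = 5.08e-06), Prom1, 1.79 (adjusted p = 9.10e-06), Snhg11, 1.51 (adjusted p = 3.41e-11), and Gsta2, 1.49 (adjusted p = 1.80e-05). The means of both kidney groups lay under 50 for Cnmd, and those of control livers for Cyp2b10, Nebl, Meig1, Gadd45b, Pnliprp1, Orm3, Cyp2b9, Ndrg1, Ccn4, Ackr3 and Prom1, so the sizes given for them depend on signals under that level and have no order. The effect was lower in liver for 2 probe sets of Fabp5, -3.37 (adjusted p = 8.04e-13) and -2.79 (adjusted p = 2.88e-15), for Rdh16f2, -2.15 (adjusted p = 6.87e-15), Scd1, -1.87 (adjusted p = 0.000170), Slc41a2, -1.49 (adjusted p = 1.56e-06), and Csad, -1.49 (adjusted p = 2.08e-06). For the lipoprotein receptor Scarb1 the difference was -0.48 (adjusted p = 0.0428), and this call was lost with the animal as replicate block (adjusted p = 0.0524).

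Genes of the imprinted Dlk1-Dio3 locus, which the paper's text does not discuss, rose in liver. Of 3 tested, 2 rose and 0 fell (3 and 0 adjusted over the list alone; adjusted p = 0.00117 from camera with an estimated correlation), and Rian, 1 of the 3, reached the signal filter by its PB signal alone. The noncoding RNA Meg3 went from a MAS5 signal of 239.7 ± 45.0 to 1501 ± 165 (SD, n = 10), a log2 fold change of 2.66 (standard error 0.09, adjusted p = 5.29e-16 from limma), and Rian from 27.5 ± 5.94 to 154 ± 27.0, at least 3.07-fold. All 10 PB livers lay above all controls for both. In kidney Meg3 was measured at 68.9 ± 16.1 to 71.9 ± 18.3 and was not called (adjusted p = 0.885).

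Of 10 adipocyte and brown fat genes, grouped after their values had been seen, 6 were called higher in PB kidneys (Adipoq, Fabp4, Ucp1, Cidea, Cox8b and Plin4) and 4 were not (Retn, adjusted p = 0.311; Cox7a1, adjusted p = 0.0531; Lipe, adjusted p = 0.127; Prdm16, adjusted p = 0.283), and the adipocyte list fixed before did not pass camera (adjusted p = 0.167). Within treatment groups, the 10 genes had a median pairwise Pearson correlation of 0.590 between kidneys and a median Spearman rho of 0.592 (permutation p = 1e-04 for each, the smallest 10000 resamples give; 0.560 without the 2 farthest animals; 0.753 among PB and 0.373 among control kidneys). Fat tissue attached to some kidneys is left open, since this value lies between the limits set in advance for and against it, and a change of the fat around the kidney by PB was not tested. A share of fat that carries the other kidney calls with it is argued against for these calls as a set, not for single genes. With log2 Adipoq as a covariate, the log2 changes of 441 other called genes were a median of 1.04 times those without it. The 5th to 95th percentile was 0.555 to 1.40, and all 441 kept their direction. Adipoq was itself called higher in PB kidneys, so this fit separates fat from PB only in part. Calls ended because the median standard error went from 0.0738 to 0.0996 while the median size of the log2 change went from 0.30 to 0.31.

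Of clock genes that peak with Dbp 4 of 8 were called higher in liver and 5 of 10 in kidney, of those that peak with Arntl 3 of 5 and 2 of 4 were called lower, and 0 of these 4 lists passed camera with an estimated correlation (adjusted p = 0.176 and 0.152 in liver and 0.105 for each in kidney; 3 at an unadjusted p under 0.05, 4 with a preset correlation, 4 and 1 with fry in one and in either direction). A score of the former minus the latter genes was higher in PB animals by 1.45 in liver (standard error 0.35, permutation p = 0.000520) and by 1.07 in kidney (standard error 0.27, permutation p = 0.00146) on the log2 scale. The kidney shift of the score was 3.90 times its standard error, which a response of the liver alone would not give. That test was chosen after the kidney calls had been seen, so it restates them. Different times of day at sampling may account for the shift of the score: within groups, the scores of liver and kidney of an animal correlated with r = 0.544 (permutation p = 0.0147, adjusted p = 0.0442 over a family of 4 tests; rho = 0.520, p = 0.0221). Without the 2 animals farthest from the median r was 0.455, and it was 0.359 among PB and 0.769 among control animals. An effect of PB on the clock of the whole animal stays open and was not tested, and times of day at sampling are not given in the sources used here.

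Of 15 immediate early genes 5, with Egr1 and Fos, and of 8 metallothionein and zinc transport genes 4, with Slc30a10, were called lower in PB livers, and neither list passed camera (adjusted p = 0.176 and 0.0584). An acute response in some control livers only cannot be told apart: over the 9 genes called, the SD of log2 signal among control livers was a median of 1.20 times that among PB livers (range 0.337 to 1.97), between the limits set in advance for and against it, with a median pairwise correlation of 0.211 among control livers. An acute stress of the whole animal also stays open: the mean of the 7 of these genes tested in kidney correlated between the tissues of an animal with r = 0.304 (permutation p = 0.192; rho = 0.311, p = 0.182; r = 0.277 without the 2 animals farthest from the median). The correlation was 0.458 among control and -0.0702 among PB animals, and an effect of PB itself was not separated from these explanations.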

How the results depend on the processing

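Welch's t on linear signal, the Adipoq covariate, the study's thresholds in both tissues and leaving out the arrays in which signal of another organ stood apart were chosen only after the values had been seen. The counts of liver probe sets and liver genes, of liver arrays placed with their group and of probe sets that differ between the tissues stayed within 1.5 times under each alternative run for them, and the Cyp2b10 results kept their direction and their side of the threshold. The odds ratio for drug metabolism genes, 13.3, stayed past the threshold and ranged from 5.89, with all 40 arrays in 1 fit, to 18.0, with no filter. Of 216 results for named genes, 196 were called, 125 of them under every alternative run for single genes and 71 not, and no direction turned among results past the threshold. Most losses came with a t-test in place of limma, with all 40 arrays in 1 fit (35 results) or with no filter on signal (18). The t-tests were Student's t on linear signal (38), Welch's t on log2 signal (33) and Student's t on log2 signal (22). Welch's t on linear signal, whose p values lay within 1% of those in the paper's tables, was not run for single genes. In the paired fit, with the animal as replicate block, 1143 probe sets differed between the tissues, against 1357, and among the genes named it changed no call except that of Scarb1. Background and detection calls of the arrays were not analysed here, so how far signals near 50 lie above background is not known.

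The kidney counts moved more, and apart from the Adipoq covariate, whose larger standard errors are given above, the cause was not tested. The 627 kidney probe sets called became 335 with no filter, where 45037 probe sets were tested instead of 19229, 367 with Welch's t on log2 signal, 200 with all 40 arrays in 1 fit, 313 with Welch's t on linear signal and 167 with the Adipoq covariate. Without the 4 kidneys in which signal of another organ stood apart, which leaves 7 control and 9 PB kidneys, it was 163, with 145 genes. Leaving out 1 animal in turn gave 393 to 852, and the count moved by over 1.5 times without control 8 (393) and without PB 19 (411). The 97 that passed the study's thresholds became 59 with Student's t on linear signal, 52 with Welch's t on it and 59 with the covariate, and 83 to 118 without 1 animal. The 447 kidney genes called became 286 with Welch's t on log2 signal, 150 with all 40 arrays and 124 with the covariate, and 307 to 621 without 1 animal. In liver, leaving out 1 animal gave 1986 to 2541 probe sets called, 419 to 513 past the study's thresholds and 1300 to 1684 genes. The 117 probe sets called in both tissues became 76 with Student's t on log2 and 70 on linear signal, 53 with Welch's t on linear signal, 16 at the study's thresholds and 33 without the arrays in which signal of another organ stood apart.

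In each of 10 counts, 1 of 100 splits of the 20 animals gave a count as large, the real one. This is the smallest share that 100 splits can give. It makes chance an unlikely source of these counts except the count for both tissues, as said below. The real count and the highest of the other splits were 2336 against 172 for liver probe sets called, 455 against 86 at the study's thresholds, 627 against 2 for kidney probe sets called, 97 against 13 at those thresholds, 1541 against 77 for liver genes and 447 against 4 for kidney genes. They were 1357 against 13 for the difference between tissues, 49 against 3 for drug metabolism genes higher in liver and 4 against 1 for the liver lists. For probe sets called in both tissues the counts were 117 against 0, and since at most 2 kidney probe sets were called in any other split, these splits say nothing on how many would be shared by chance.

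The gene list calls depended on the set test. Camera with an estimated correlation called 4 lists in liver (cytochromes P450 of families 1 to 3, cytosolic sulfotransferases and PAPS synthases, Dlk1-Dio3 imprinted locus and female-biased liver genes) and 0 in kidney, where 7 had an unadjusted p under 0.05. With a preset correlation of 0.01 it called 20 and 8, fry for a change on balance in one direction 23 and 12, and fry for a change in either direction 27 and 9. Neither fry test compares a list with other genes. The lists called only under an alternative had these adjusted p values. In liver the preset correlation gave 1.07e-15 for glutathione S-transferases, 0.000558 for UDP-glucuronosyltransferases, 0.0234 for carboxylesterases, 0.000165 for aldo-keto reductases, 0.0234 for hepatic drug and bile salt transporters, 0.00804 for cholesterol synthesis and uptake, 0.0234 for gluconeogenesis and fasting response, 0.0256 for immediate early genes, 0.0161 for metallothioneins and zinc transport, 0.000392 for clock genes that peak with Dbp and the Per genes, 0.00316 for clock genes that peak with Arntl, 0.00153 for cell cycle and proliferation, 0.0261 for NRF2 targets, 5.31e-05 for beta-catenin and pericentral hepatocyte genes, 0.0291 for Kupffer cell and macrophage markers and 0.00257 for stellate cell and fibroblast markers. In kidney it gave 3.67e-06 for glutathione S-transferases, 0.000572 for immediate early genes, 3.83e-06 for clock genes that peak with Dbp and the Per genes, 0.00159 for clock genes that peak with Arntl, 0.00784 for glucocorticoid receptor targets, 0.00307 for adipocyte markers, 0.000104 for collecting duct markers and 3.67e-06 for androgen-responsive kidney genes. Fry in one direction gave, in liver, 1.65e-07 for glutathione S-transferases, 1.88e-05 for UDP-glucuronosyltransferases, 0.00113 for carboxylesterases, 0.000214 for aldo-keto reductases, 0.00119 for hepatic drug and bile salt transporters, 0.000797 for CAR, PXR and their cofactors, 0.00966 for gluconeogenesis and fasting response, 0.00118 for immediate early genes, 3.27e-05 for metallothioneins and zinc transport, 0.00361 for clock genes that peak with Dbp and the Per genes, 0.000646 for clock genes that peak with Arntl, 0.00169 for glucocorticoid receptor targets, 0.000213 for cell cycle and proliferation, 0.00128 for NRF2 targets, 1.88e-05 for beta-catenin and pericentral hepatocyte genes, 0.000360 for stellate cell and fibroblast markers, 0.0331 for T and NK cell markers, 0.00509 for B cell markers and 0.0158 for neutrophil markers. In kidney it gave 0.0305 for cytochromes P450 of family 4, 0.000535 for glutathione S-transferases, 0.0305 for cytosolic sulfotransferases and PAPS synthases, 0.0255 for fatty acid oxidation and PPAR-alpha targets, 0.0343 for immediate early genes, 0.00243 for clock genes that peak with Dbp and the Per genes, 0.00549 for clock genes that peak with Arntl, 0.0140 for glucocorticoid receptor targets, 0.0146 for adipocyte markers, 0.000535 for collecting duct markers, 0.0334 for podocyte markers and 0.0130 for androgen-responsive kidney genes. Fry in either direction gave, in liver, 4.37e-05 for cytochromes P450 of family 4, 1.18e-13 for glutathione S-transferases, 8.41e-05 for UDP-glucuronosyltransferases, 1.47e-08 for carboxylesterases, 1.07e-05 for aldo-keto reductases, 3.62e-11 for hepatic drug and bile salt transporters, 1.66e-07 for CAR, PXR and their cofactors, 0.00198 for cholesterol synthesis and uptake, 0.0192 for fatty acid synthesis, 1.22e-05 for fatty acid oxidation and PPAR-alpha targets, 8.41e-05 for bile acid synthesis, 0.00451 for gluconeogenesis and fasting response, 4.37e-05 for immediate early genes, 2.27e-07 for acute phase proteins, 0.00240 for metallothioneins and zinc transport, 0.00119 for glucocorticoid receptor targets, 0.0425 for male-biased liver genes, 3.75e-05 for cell cycle and proliferation, 9.45e-10 for p53 targets and growth arrest, 8.77e-08 for NRF2 targets, 0.00116 for unfolded protein and integrated stress response, 1.24e-09 for beta-catenin and pericentral hepatocyte genes, 2.85e-15 for DNA methylation and Polycomb or trithorax machinery and 0.000378 for stellate cell and fibroblast markers, while the female-biased liver genes lost their call (0.0950). In kidney it gave 5.25e-06 for cytochromes P450 of families 1 to 3, 0.00536 for cytochromes P450 of family 4, 2.29e-06 for glutathione S-transferases, 5.25e-06 for fatty acid oxidation and PPAR-alpha targets, 0.0103 for clock genes that peak with Dbp and the Per genes, 0.00380 for glucocorticoid receptor targets, 0.0412 for NRF2 targets, 0.0412 for stellate cell and fibroblast markers and 0.00169 for collecting duct markers. In liver, camera after quantile normalization gave 0.0247 for glutathione S-transferases and 0.0247 for beta-catenin and pericentral hepatocyte genes, and camera over the mean of all probe sets of a gene gave 0.0235 for glutathione S-transferases.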

Differences from the paper's values

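Welch's t on linear signal was chosen only after the values had been seen, and the other alternatives were set before the data were examined. All counts are at the study's thresholds, with the limma p unless a t-test is named, and genes are counted here by symbol, while the paper took its gene counts from Ingenuity Pathway Analysis.

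In liver the paper's count of lower genes is 81, and rounded to 2 digits 1.2e+02 were found here (316 gene symbols past the thresholds, less the 193 higher ones). The values differed by at most 1.5 times with a filter of 100 (108), a floor of 50 (114), an offset of 16 (105), quantile normalization (117), median centring (112), Student's t on log2 signal (107), Student's t on linear signal (89), Welch's t on log2 signal (99) and robust eBayes (119), and by more with no filter (151), a floor of 20 (127), the array number as covariate (125), all 40 arrays in 1 fit (143) and the fold of geometric means (124). With Welch's t on linear signal, chosen after seeing the values, 78 were found, and this setting drops 0 of the paper's 349 liver probe sets. In kidney the paper's count of probe sets is 53, and 97 were found here. The values differed by at most 1.5 times with a filter of 100 (72), a floor of 50 (79), Student's t on log2 signal (72), Student's t on linear signal (59), Welch's t on log2 signal (68) and all 40 arrays in 1 fit (66), and by more with no filter (141), a floor of 20 (101), an offset of 16 (87), quantile normalization (95), median centring (99), robust eBayes (85), the array number as covariate (94) and the fold of geometric means (99). With Welch's t on linear signal, chosen after seeing the values, 52 passed, and this setting drops 1 of the paper's 53 kidney probe sets.

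For kidney genes the paper's count is 39, against 64 here. It was within 1.5 times with a filter of 100 (45), a floor of 50 (50), an offset of 16 (54), Student's t on log2 signal (46), Student's t on linear signal (36), Welch's t on log2 signal (43), robust eBayes (56) and all 40 arrays in 1 fit (44), and not with no filter (91), a floor of 20 (67), quantile normalization (62), median centring (65), the array number as covariate (61) and the fold of geometric means (66), and Welch's t on linear signal, chosen after seeing the values and dropping 1 listed probe set, gave 32. The paper states that no altered kidney probe set was changed in liver, while its Tables S2 and S4 share 6 probe sets (the paper's lists), against 16 that passed in both tissues here. The count was within 1.5 times of the tables with Student's t on linear signal (7) and Welch's t on log2 signal (9), and not with a filter of 100 (12), no filter (17), a floor of 20 (17), a floor of 50 (15), an offset of 16 (17), quantile normalization (15), median centring (17), Student's t on log2 signal (10), robust eBayes (12), the array number as covariate (16), all 40 arrays in 1 fit (11) and the fold of geometric means (16), and with Welch's t on linear signal, chosen after seeing the values and dropping 1 listed kidney probe set, it was 6.

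Of the 349 probe sets in the paper's Table S2, 343 passed here, and of the 53 in its Table S4, 52. The limma p of the others in liver was 0.00140 for Rnf144a, 0.00255 for Ttc39a, 0.00104 for the chemokine Ccl4, 0.00198 for Trim27, 0.0106 for Ccdc87 and 0.00120 for a probe set without a gene symbol. All 6 passed with Student's t on linear signal and with Welch's t on it, the latter chosen after seeing the values and dropping 0 of the listed liver probe sets. Of these, Trim27 passed with no other setting run, Rnf144a also with no filter, a floor of 20, a floor of 50, an offset of 16 and all 40 arrays in 1 fit, Ttc39a with a floor of 20 and an offset of 16, Ccl4 with no filter, a floor of 20, quantile normalization, median centring, robust eBayes and all 40 arrays in 1 fit, Ccdc87 with a floor of 20 and the probe set without a symbol with a floor of 20. In kidney, Ttc39b, whose fold of 0.667 lies just short of the threshold, passed with quantile normalization, median centring and the fold of geometric means. The folds and the p values of Welch's t on linear signal lay within 1% of those in the paper's tables for all 349 liver and all 53 kidney probe sets, and 33 of 33 genes of Tables 1 and 2 that could be matched to 1 probe set had the printed fold. For Fabp5 the matched probe set had a fold of 0.185, while another with a higher control signal had 0.248. The 33 of 33 is therefore no test of which probe set the paper printed.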

Other observations

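No test given here was chosen only after its result was seen, apart from the comparison of single arrays with the median of their tissue for markers of another organ. Besides the drug-metabolizing enzymes, members of several lists were lower in PB livers, while none of the first 4 lists given here passed camera. Of 11 genes of gluconeogenesis and the fasting response, 0 rose and 4 fell (0 and 5 adjusted over the list alone; 0 and 6 at an unadjusted p under 0.05, 0 and 3 with Student's t on log2 signal; adjusted p = 0.265 from camera), with the insulin receptor substrate Irs2 from 74.1 ± 28.8 to 34.5 ± 21.7 and G6pc, the glucose-6-phosphatase that releases glucose, from 2594 ± 1044 to 1436 ± 623 (SD, n = 10) next to Igfbp1. Of 15 immediate early genes, 0 rose and 5 fell (the same adjusted over the list alone; 0 and 5 at an unadjusted p under 0.05, 0 and 3 with Student's t on log2 signal; adjusted p = 0.176 from camera), among them the transcription factors Egr1 from 1265 ± 605 to 174 ± 97.1 and Fos from 214 ± 210.1 to 47.7 ± 22.8 and the phosphatase Dusp1 from 964 ± 400.3 to 449 ± 259. Of 8 metallothionein and zinc transport genes, 0 rose and 4 fell (1 and 5 adjusted over the list alone; 1 and 5 at an unadjusted p under 0.05, 0 and 4 with Student's t on log2 signal; adjusted p = 0.0584 from camera), with the transporters Slc39a14 with a log2 fold change of -0.71 (standard error 0.15) and Slc30a10 from 440.1 ± 41.7 to 329 ± 79.8 next to Mt2. Of 11 glucocorticoid receptor targets, 0 rose and 4 fell (1 and 6 adjusted over the list alone; 1 and 6 at an unadjusted p under 0.05, 0 and 4 with Student's t on log2 signal; adjusted p = 0.221 from camera), with Cdkn1a, Dusp1 and Zbtb16 in front. Of 21 acute phase proteins, 3 rose and 5 fell (3 and 8 adjusted over the list alone; adjusted p = 0.675 from camera), so that Orm2 from 529.7 ± 393 to 1853 ± 2139 rose with Orm3 while the ferric reductase Steap4 from 2681 ± 1234 to 861 ± 296 fell. Of 8 clock genes that peak with Dbp, 4 rose and 0 fell (7 and 0 adjusted over the list alone; 7 and 0 at an unadjusted p under 0.05, 3 and 0 with Student's t on log2 signal; adjusted p = 0.176 from camera), Dbp from 161 ± 134 to 853 ± 818, Per2 from 76.5 ± 43.0 to 139 ± 65.4 and Tef from 363 ± 131 to 646 ± 219 among them. Of 5 clock genes that peak with Arntl, 0 rose and 3 fell (0 and 4 adjusted over the list alone; 0 and 4 at an unadjusted p under 0.05, 0 and 2 with Student's t on log2 signal; adjusted p = 0.152 from camera), the repressor Nfil3 from 581 ± 174 to 289 ± 63.5, Arntl from 284 ± 44.6 to 172 ± 43.1 and Clock from 348 ± 35.0 to 292 ± 46.0.

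Of 14 beta-catenin and pericentral hepatocyte genes, 4 rose and 0 fell (5 and 0 adjusted over the list alone; 5 and 0 at an unadjusted p under 0.05, 4 and 0 with Student's t on log2 signal; adjusted p = 0.0539 from camera), with Cyp1a2 from 5439.9 ± 623 to 10389 ± 930.3 (SD, n = 10), the dicarboxylate transporter Slc13a3 from 214 ± 44.4 to 411 ± 144 and Lect2 from 1901 ± 253 to 3289.6 ± 472. None of the periportal genes was called by limma: 9 were tested (0 and 0 adjusted over the list alone, 0 and 1 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.749 from camera), with Cps1 at 14679 ± 1021 to 14515 ± 1352. Of 12 NRF2 targets, 4 rose and 1 fell (the same adjusted over the list alone; adjusted p = 0.212 from camera), led by the epoxide hydrolase Ephx1 from 3216 ± 575 to 6026 ± 496, Ugdh from 2329.9 ± 420.1 to 3555 ± 419 and the quinone reductase Nqo1 from 67.2 ± 9.66 to 102 ± 17.7. Of 14 genes of the unfolded protein and integrated stress response, 2 rose and 2 fell (the same adjusted over the list alone; adjusted p = 0.703 from camera), Ddit3 from 112 ± 27.1 to 194 ± 48.3 and Trib3 from 85.1 ± 31.8 to 147 ± 57.6 being higher and Chac1 from 152 ± 55.4 to 81.6 ± 30.2 lower. Of 19 genes of DNA methylation and Polycomb or trithorax machinery, 1 rose and 4 fell (1 and 5 adjusted over the list alone; adjusted p = 0.404 from camera), with the methyl-CpG binding Mbd1 from 1131 ± 560.3 to 524 ± 109.7, the methyltransferase Dnmt3b from 148 ± 31.1 to 91.6 ± 43.2 and, higher, the acetyltransferase Kat2a from 143 ± 14.7 to 272 ± 25.9. Of 10 imprinted genes outside the Dlk1-Dio3 locus, 1 rose and 0 fell (the same adjusted over the list alone; 2 and 1 at an unadjusted p under 0.05, 1 and 0 with Student's t on log2 signal; adjusted p = 0.659 from camera), Peg3 from 73.9 ± 15.0 to 109.9 ± 25.2. Scarb1, whose promoter methylation the paper followed up by qPCR, had a log2 fold change of -0.34 (standard error 0.07, adjusted p = 0.00231 from limma), and Klb, followed up in the same way, was measured at 274 ± 47.3 to 299 ± 28.5 and was not called (adjusted p = 0.305 from limma).

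Markers of other liver cells were lower or not called, apart from 1 B cell gene. Of 11 stellate cell and fibroblast markers, 0 rose and 6 fell (0 and 7 adjusted over the list alone; 0 and 7 at an unadjusted p under 0.05, 0 and 4 with Student's t on log2 signal; adjusted p = 0.128 from camera), with Des from 60.8 ± 18.6 to 34 ± 21.1 (SD, n = 10), the retinol acyltransferase Lrat from 121 ± 38.1 to 63.7 ± 13.5 and Pdgfrb from 131 ± 31.8 to 103 ± 8.41. Control liver 2 stood apart for Pdgfrb, with a signal of 216.2 against 130.4 in the next control liver. Of 12 Kupffer cell and macrophage markers, 0 rose and 3 fell (the same adjusted over the list alone; 0 and 5 at an unadjusted p under 0.05, 0 and 1 with Student's t on log2 signal; adjusted p = 0.545 from camera), Fcna from 397 ± 47.9 to 264 ± 40.5, Cd163 from 189.5 ± 62.4 to 132 ± 31.8 and C1qa from 325 ± 37.0 to 262 ± 57.1. Of 11 endothelial markers, 0 rose and 1 fell (the same adjusted over the list alone; 1 and 1 at an unadjusted p under 0.05, 0 and 1 with Student's t on log2 signal; adjusted p = 0.675 from camera), the scavenger receptor Stab2 from 525 ± 56.1 to 404 ± 33.5. Of 2 T and NK cell markers, 0 rose and 1 fell (the same adjusted over the list alone; 0 and 1 at an unadjusted p under 0.05, 0 and 1 with Student's t on log2 signal; adjusted p = 0.404 from camera), Ctsw from 63 ± 15.0 to 35.4 ± 10.7, and of neutrophil markers 2 were tested, of which 0 rose and 1 fell (0 and 2 adjusted over the list alone; 0 and 2 at an unadjusted p under 0.05, 0 and 1 with Student's t on log2 signal; adjusted p = 0.296 from camera), S100a9 from 69.3 ± 32.0 to 32.5 ± 38.9. Of 3 B cell markers, 1 rose and 0 fell (the same adjusted over the list alone; 2 and 0 at an unadjusted p under 0.05, 1 and 0 with Student's t on log2 signal; adjusted p = 0.235 from camera), Ighm from 379 ± 164 to 996 ± 434. Limma called none of the 6 pancreatic acinar markers (0 and 0 adjusted over the list alone, 0 and 0 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.675 from camera), with Cela1 at 1939 ± 234 to 1922 ± 174, none of the 2 kidney markers (0 and 0 adjusted over the list alone, 0 and 0 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.778 from camera), with Kap at 153 ± 384 to 37.7 ± 71.2, and neither the only cholangiocyte marker tested, Epcam (63.9 ± 15.9 to 62.5 ± 8.94), the only erythroid marker, Alas2 (1192 ± 176 to 1181 ± 69.5), nor the only adipocyte marker, Fabp4 (315 ± 195 to 278 ± 214; for these 3, 0 also at an unadjusted p under 0.05 and with Student's t on log2 signal). Single livers nevertheless held such signal. Kap had a signal of 1230.2 in control 5 and at most 234 in the other livers and Slc34a1 had a signal of 164 in control 5 and at most 54.7 in the other livers, and the kidney list lay 1.22 on the log2 scale above the median of the livers there. Ctrb1 had a signal of 188 in PB 20 and at most 20.7 in the other livers and Zg16 had a signal of 220.4 in PB 20 and at most 54.3 in the other livers, and the pancreatic list lay 2.22 above the median of the livers there. Without these 2 livers 1454 genes and 2229 probe sets were called, and 474 passed the study's thresholds.

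In kidney, lists of drug and lipid metabolism changed in part, and 0 lists passed camera with an estimated correlation (7 at an unadjusted p under 0.05; 8 with a preset correlation, 12 and 9 with fry in one and in either direction). In the same kidneys the fat cell hormone Adipoq rose from 59.1 ± 40.7 to 335 ± 305. Of 18 glutathione S-transferases, 6 rose and 0 fell (10 and 0 adjusted over the list alone; 10 and 0 at an unadjusted p under 0.05, 2 and 0 with Student's t on log2 signal; adjusted p = 0.0719 from camera), with Gsto1 from 679 ± 132 to 899 ± 175 and Gsta4 from 199 ± 30.0 to 253 ± 35.3 (SD, n = 10) next to Gsta2. Of 17 cytochromes P450 of families 1 to 3, 3 rose and 1 fell (4 and 1 adjusted over the list alone; adjusted p = 0.653 from camera), Cyp2d9 from 788 ± 142 to 1377 ± 213, Cyp2d12 from 138 ± 48.1 to 206 ± 45.3 and Cyp2c23 from 121 ± 17.0 to 176 ± 42.9 being higher. Of 7 P450 enzymes of family 4, 2 rose and 1 fell (the same adjusted over the list alone; adjusted p = 0.431 from camera), with Cyp4a31 from 1034 ± 103 to 1412 ± 191 higher and Cyp4a12a from 5025 ± 538 to 3959 ± 432 lower, next to Cyp4a14. Of 5 sulfotransferases and PAPS synthases, 2 rose and 0 fell (the same adjusted over the list alone; 2 and 0 at an unadjusted p under 0.05, 2 and 0 with Student's t on log2 signal; adjusted p = 0.412 from camera), Papss2 from 1849.9 ± 154 to 2439.5 ± 288 and Sult1c2 from 1297 ± 109 to 1526 ± 129. Of 16 genes of fatty acid oxidation and PPAR-alpha targets, 3 rose and 1 fell (4 and 1 adjusted over the list alone; adjusted p = 0.327 from camera), with the thiolase Acaa1b from 2882 ± 261 to 3965 ± 387, Acot1 from 345 ± 60.9 to 462 ± 85.7 and Vnn1 from 1248 ± 198 to 1607 ± 207. Of 11 glucocorticoid receptor targets, 0 rose and 3 fell (1 and 6 adjusted over the list alone; 1 and 6 at an unadjusted p under 0.05, 0 and 2 with Student's t on log2 signal; adjusted p = 0.151 from camera), the cochaperone Fkbp5 from 768 ± 199 to 486 ± 108 with Zbtb16 and Dusp1. Of 14 immediate early genes, 0 rose and 1 fell (0 and 6 adjusted over the list alone; 0 and 6 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.167 from camera), Dusp1 from 796 ± 127 to 593 ± 127. Of 7 androgen-responsive kidney genes, 0 rose and 3 fell (0 and 5 adjusted over the list alone; 0 and 5 at an unadjusted p under 0.05, 0 and 3 with Student's t on log2 signal; adjusted p = 0.151 from camera), the glucuronidase Gusb from 1099 ± 337 to 583 ± 135 and the anion carrier Slco1a1 from 4169 ± 541 to 3012 ± 509 with Cyp4a12a.

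Of 11 collecting duct markers, 3 rose and 0 fell (6 and 0 adjusted over the list alone; 7 and 0 at an unadjusted p under 0.05, 2 and 0 with Student's t on log2 signal; adjusted p = 0.0719 from camera), the transcription factor Foxi1 from 142 ± 24.6 to 180.1 ± 20.3, the water channel Aqp3 from 406 ± 41.1 to 514 ± 56.6 and Hsd11b2 from 1093 ± 68.6 to 1219 ± 87.7 (SD, n = 10). Of 5 podocyte markers, 1 rose and 0 fell (the same adjusted over the list alone; 2 and 0 at an unadjusted p under 0.05, 1 and 0 with Student's t on log2 signal; adjusted p = 0.327 from camera), Podxl from 371 ± 32.6 to 426 ± 31.8. Of 11 fibroblast markers, 2 rose and 0 fell (2 and 2 adjusted over the list alone; 2 and 2 at an unadjusted p under 0.05, 2 and 0 with Student's t on log2 signal; adjusted p = 0.653 from camera), Lum from 58.0 ± 17.0 to 89.8 ± 20.4 and the pericyte gene Rgs5 from 496 ± 36.4 to 605 ± 61.3. Limma called no member of the following kidney lists. There were 8 proximal tubule markers (0 and 0 adjusted over the list alone, 0 and 1 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.741 from camera), with Slc34a1 at 8784 ± 1081 to 8311 ± 724. There were 10 markers of the thick ascending limb and distal tubule (0 and 0 adjusted over the list alone, 3 and 0 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.694 from camera), with Umod at 11599.5 ± 1057 to 11178 ± 731. Endothelial markers were 8 in number (0 and 0 adjusted over the list alone, 0 and 0 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.959 from camera), with Fcgr2b at 570.1 ± 39.2 to 566 ± 62.3. Cell cycle genes were 11 in number (2 and 2 adjusted over the list alone, 2 and 2 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.694 from camera), with Ccnd1 at 1334 ± 245 to 1578 ± 224. NRF2 targets were 12 in number (2 and 0 adjusted over the list alone, 5 and 1 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.811 from camera), with Tkt at 4028 ± 404 to 4729 ± 614. UDP-glucuronosyltransferases were 4 in number (0 and 0 adjusted over the list alone, 0 and 0 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.879 from camera), with Ugt2b38 at 10190 ± 1391 to 9345 ± 1035. Metallothionein and zinc transport genes were 7 in number (0 and 1 adjusted over the list alone, 0 and 1 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.445 from camera), with Mt1 at 1127 ± 368 to 1008 ± 284. 

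For markers of the liver, the pancreas, the adrenal cortex and blood cells in kidney, limma called no difference between the groups over all genes tested, which does not show that such tissue was absent. Hepatocyte markers were 6 in number (0 and 0 adjusted over the list alone, 0 and 1 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.560 from camera), with Ttr at 9704 ± 1921 to 8515 ± 677. Pancreatic acinar markers were 11 in number (0 and 0 adjusted over the list alone, 0 and 0 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.694 from camera), with Cela1 at 1705 ± 289 to 1625 ± 296. Of these 11, Cela1 was high in every kidney, and for the other 10 the ratio of PB to control means was 0.0161 to 0.385, with standard errors of the log2 fold change up to 1.26, since control 1 alone was high. Cpa1 had a signal of 735 in control 1 and at most 3.80 in the other kidneys, Ctrb1 had a signal of 1329 in control 1 and at most 25.3 in the other kidneys and Cela3b had a signal of 1735 in control 1 and at most 31.8 in the other kidneys, and the list lay 6.89 on the log2 scale above the median of the kidneys there. The hepatocyte list lay 1.31, 1.10 and 1.56 above it in control 1, 3 and 9 and 2.06 in PB 19, and Fgb had a signal of 56.4 in PB 19 and at most 48.6 in the other kidneys, with a median of 1.15. Without control 1 alone, 359 kidney genes were called. Erythroid markers were 2 in number (1 and 0 adjusted over the list alone, 1 and 0 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal; adjusted p = 0.653 from camera), with Slc4a1 at 195 ± 47.3 to 264 ± 57.3. The adrenal cortex list was 1 tested gene (0 and 0 adjusted over the list alone, 0 and 0 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal), with Fdx1 at 2400.2 ± 160.2 to 2367 ± 143, and the neutrophil list 1 tested gene (0 and 1 adjusted over the list alone, 0 and 1 at an unadjusted p under 0.05, 0 and 0 with Student's t on log2 signal), with S100a8 at 60.6 ± 27.2 to 33.7 ± 33.4. Of the Dlk1-Dio3 locus Meg3 alone was tested in kidney, at 68.9 ± 16.1 to 71.9 ± 18.3, and limma did not call it (0 and 0 adjusted over the list alone, 0 and 0 at an unadjusted p under 0.05 and with Student's t on log2 signal). The sign of the median, the mean and the camera test differed in 4 kidney lists: the median and mean log2 fold changes were -0.01 and 0.05 for UDP-glucuronosyltransferases (camera lower), -0.01 and 0.08 for sulfotransferases and PAPS synthases (camera higher), -0.02 and 0.01 for NRF2 targets (camera higher) and -0.02 and 0.03 for endothelial markers (camera lower).

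Of the genes named here with values, the calls of C1qa, Cd163, Clock, Cyp1a2, Dbp, Des, Dnmt3b, Fcna, Fos, G6pc, Kat2a, Lect2, Nfil3, Orm2, Pdgfrb, Per2, S100a9, Slc30a10 and Trib3 in liver and of Acot1, Adipoq, Aqp3, Cyp2c23, Cyp2d12, Dusp1, Fkbp5, Foxi1, Gsta4, Gsto1, Hsd11b2, Lum, Podxl, Rgs5, Sult1c2 and Vnn1 in kidney were lost under at least 1 alternative run for single genes. Leaving out the arrays with signal of another organ, the Adipoq covariate, Welch's t on linear signal and leaving out 1 animal were run for counts, not for single genes.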
